# The LINC01119-SOCS5 axis as a critical theranostic in triple-negative breast cancer

**DOI:** 10.1038/s41523-021-00259-z

**Published:** 2021-05-31

**Authors:** Zhenbo Tu, Johannes Schmoellerl, Odette Mariani, Yurong Zheng, Yi Hu, Anne Vincent-Salomon, Antoine E. Karnoub

**Keywords:** Cancer, Breast cancer

## Abstract

The development of triple-negative breast cancer (TNBC) is critically regulated by certain tumor-microenvironment-associated cells called mesenchymal stem/stromal cells (MSCs), which we and others have shown promote TNBC progression by activating pro-malignant signaling in neighboring cancer cells. Characterization of these cascades would better our understanding of TNBC biology and bring about therapeutics that eliminate the morbidity and mortality associated with advanced disease. Here, we focused on the emerging class of RNAs called long non-coding RNAs or lncRNAs and utilized a MSC-supported TNBC progression model to identify specific family members of functional relevance to TNBC pathogenesis. Indeed, although some have been described to play functional roles in TNBC, activities of lncRNAs as mediators of tumor-microenvironment-driven TNBC development remain to be fully explored. We report that MSCs stimulate robust expression of LINC01119 in TNBC cells, which in turn induces suppressor of cytokine signaling 5 (SOCS5), leading to accelerated cancer cell growth and tumorigenesis. We show that LINC01119 and SOCS5 exhibit tight correlation across multiple breast cancer gene sets and that they are highly enriched in TNBC patient cohorts. Importantly, we present evidence that the LINC01119-SOCS5 axis represents a powerful prognostic indicator of adverse outcomes in TNBC patients, and demonstrate that its repression severely impairs cancer cell growth. Altogether, our findings identify LINC01119 as a major driver of TNBC development and delineate critical non-coding RNA theranostics of potential translational utility in the management of advanced TNBC, a class of tumors in most need of effective and targeted therapy.

## Introduction

Breast cancer is one of the world’s leading diagnosed cancers with >2 million new cases identified across 20 geographical regions in 2018, including >300,000 in the US alone^1^. Although scientific and technological advances have allowed for better clinical management of the disease with increasingly ameliorated patient survival odds, breast-cancer-related mortality rates remain the second-highest of all cancers worldwide and are estimated at >40,000 US deaths in 2019^2^. These numbers highlight the pressing clinical need for continued research into breast cancer etiology, pathogenesis, and treatment.

Based on molecular and pathological determinations, breast cancer is divided into three main subclasses with differing clinical management and prognostic assessments: the estrogen receptor (ER) and progesterone receptor (PR)-positive tumors (called luminal subtypes), the human epidermal growth factor receptor 2 (HER2 or ERBB2) enriched tumors (called HER2), and the ER-negative, PR-negative, and HER2-negative tumors, also called triple-negative breast cancers (TNBCs)^3–6^. Among these three classes, patients identified with TNBC exhibit the worst overall outcome^7^. This is due to several parameters that include early onset of TNBC (which tends to occur in younger women), its preponderance in underprivileged ethnic/racial groups with limited access to healthcare, and an aggressive disease pathology with a predisposition for early metastasis^2,8,9^. In addition, TNBCs lack targeted therapies, and chemotherapeutic agents, such as taxanes or anthracyclines, which form the backbone of their clinical management^2^ are insufficient in controlling the disease in the majority of TNBC cases, especially when it spreads^10^. Increased molecular understanding of TNBC biology thus stands to provide new avenues for more effective and less toxic medicaments that can eliminate the morbidity and mortality associated with advanced and refractory patients.

TNBC development is tightly regulated by certain tumor-microenvironment-associated fibroblastoid cells called mesenchymal stem/stromal cells (MSCs) that others and we have shown play determining roles in exacerbating tumor malignancy^11–13^. While the mechanistic details of such influences have not been cataloged in their entirety, what is clear is that direct heterotypic interactions between MSCs and cancer cells represent the major driving force underlying MSC pro-malignant functions^14^. In these findings, physical MSC-cancer-cell contacts initiate complex networks of both coding and non-coding RNA mediators that work in singular and/or in tandem to trigger critical programs within cancer cells, such as epithelial-mesenchymal transition^15^ or cancer stem cell-ness^16^, leading to disease growth, spread, and therapy resistance^17^. These and many other similar findings^14^ emphasize the critical roles MSCs play in breast cancer in general and in TNBC in particular and highlight the utility of the MSC-supported tumor progression model in equally delineating disease regulators and vulnerabilities.

We most recently leveraged the MSC-TNBC-cell co-culture model to gain further mechanistic insights into the molecular mechanisms that promote TNBC development. Specifically, we focused on investigating the involvement of a particular family of regulatory non-coding RNAs—the long non-coding RNAs (lncRNAs)—as drivers of TNBC pathology. Indeed, lncRNAs represent a family of >200 nucleotide-long transcribed RNAs with described roles in primarily regulating gene expression in normal physiology and in disease settings, including cancer^18,19^. Whereas activities of individual lncRNAs of relevance to TNBC biology are being identified at a fast pace^20^, functions for the overwhelming members of the family are still outstanding. We found that MSCs induced robust LINC01119 expression in neighboring TNBC cells, which was sufficient, on its own, in promoting cancer cell growth in multiple contexts in vitro, as well as tumorigenesis in immune-compromised mice. At the molecular level, we demonstrated that LINC01119 was indeed a non-coding RNA and that it functioned via upregulating pro-tumorigenic activities of SOCS5, a member of the suppressor of cytokine signaling family of proteins. Importantly, LINC01119 and SOCS5 were critical for cellular growth, and we found that the LINC01119-SOCS5 axis associated tightly with clinical TNBC and that it served as a powerful prognosticator of poor patient outcome.

## Results

### LINC01119 is induced in MSC-stimulated TNBC cells and is tightly associated with clinical disease

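RNA of sorted GFP-labeled MDA-MB-231 cells, a human TNBC cell line, was measured on Affymetrix HG-U133 Plus 2.0 type microarrays in 2 groups of 4 arrays. MSC-stimulated cells had been mixed with human bone marrow MSCs at 3 MSCs per cancer cell and recovered by FACS after 72 h. Control cells were cultured alone for as long and sorted in the same way. The authors deposited 1 linear MAS5 signal intensity per probe set and array, scaled so that the 2% trimmed mean of each array is 500. Of 54675 probe sets, the 62 AFFX controls were left out and 54613 were tested. The median signal per array was 62.9 to 78.3 in MSC-stimulated cells and 56.8 to 72.8 in control cells, and 21.4% to 27.6% of probe sets per array lay below a signal of 16. A pseudocount of 16 was added before taking log2, with no further scaling and no filter on dim probe sets. MSC-stimulated and control cells were compared with limma (two-sided, intensity trend, Benjamini-Hochberg adjustment over all probe sets tested). The number of arrays, 4 in each group, limits the precision.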

To identify lncRNAs of potential relevance to TNBC pathogenesis, we mined Affymetrix-based analyses in which we compared the gene expression profiles of GFP-labeled MDA-MB-231 TNBC cells recovered by FACS from 3-day co-cultures with human BM-MSCs versus that of sorted naïve GFP-BCC counterparts cultured alone as controls^15^ (Supplementary Fig. 1a). These efforts led to the identification of 7 lncRNAs that were upregulated >1.5 folds with a *q*-value threshold (false-discovery rate) of ~10% and with >98% probe specificity to the designated transcript (Supplementary Fig. 1b). qRTPCR-based validation of these candidates revealed mild inductions of certain of these lncRNAs in the MSC-stimulated cells, such as TCONS_00019082_1 or TCONS_00004205_1, and stronger inductions in others, such as LINC01133 (Fig. 1a), a lncRNA we previously characterized^21^ (Fig. 1a). 

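LINC01119 had a higher signal in all 4 MSC-stimulated arrays than in any control array. Its probe set stood at 1819 ± 556 (SD, n = 4) after co-culture with MSCs and at 721 ± 324 (SD, n = 4) in cells cultured alone. The probe sets of LINC01133 were far dimmer, the brighter one at 72.3 ± 28.8 (SD, n = 4) in MSC-stimulated cells and 20.0 ± 12.6 (SD, n = 4) in control cells. Signals of different probe sets do not compare RNA levels between genes. Among 3560 probe sets of annotated lncRNAs, 10 probe sets of 9 genes rose more than 1.5-fold in MSC-stimulated cells and 4 fell by more than 1.5-fold, at an adjusted p under 0.10 from limma. LINC01119 and LINC01133 were not among these. With the replicate number as a block, 21 lncRNA probe sets rose and LINC01119 passed (adjusted p = 0.0315 from limma), while SNHG10 (adjusted p = 0.109) and ARNT2-AS3 (adjusted p = 0.106) did not.
The log2 fold change of LINC01119 was 1.42 (standard error 0.33), which is 2.67-fold, with an adjusted p of 0.104 from limma. The 4 values against 4, taken as unpaired, gave p = 0.0286 in a two-sided exact permutation test, the smallest p that this unpaired test allows. For this LINC01133 probe set the log2 fold change was 1.29 (standard error 0.34, adjusted p = 0.148 from limma), with no overlap between the groups. The dimmer LINC01133 probe set stood at 14.1 ± 7.67 (SD, n = 4) against 9.12 ± 4.67 (SD, n = 4), near the lower end of the signal, with a log2 fold change of 0.23 (adjusted p = 0.827 from limma).
The lncRNAs that rose were DNAAF3-AS1 (log2 fold change 1.91), AGAP11 (1.34), CRIM1-DT (1.28), SNHG10 (1.21), SNHG17 (1.20 and 0.96 at its probe sets), CHROMR (1.17), SCAMP1-AS1 (0.85), SBF2-AS1 (0.76) and PSMB8-AS1 (0.65). SNHG10 and SNHG17 host small nucleolar RNAs. The lncRNAs that fell were ARNT2-AS3 (log2 fold change -1.32), LINC01289 (-1.31), EP300-AS1 (-0.76) and DANCR (-0.60). LINC01289, ARNT2-AS3, AGAP11 and SNHG10 were dim in both groups, with mean signals of 2.96, 15.6, 39.6 and 48.0 in MSC-stimulated cells and 31.8, 60.4, 5.32 and 12.2 in control cells. DNAAF3-AS1 was the 1 lncRNA to pass in all 8 fits that leave out 1 array each. Its mean signal was 90.5 in MSC-stimulated and 11.0 in control cells. The control mean lies below the pseudocount of 16, so the size of this rise depends on the pseudocount. In the same MSC-stimulated arrays COL6A3, a collagen gene expressed by MSCs, had a log2 fold change of 4.62 (adjusted p = 0.00152 from limma).
The adjusted p of LINC01119 passed 0.10 with each array centred on its median (0.0637), with a pseudocount of 1 (0.0874), among probe sets at or above the median signal (0.0552), without control replicate 1 (0.0666) and without control replicate 2 (0.0868), in a range of 0.0315 to 0.633 over all alternatives, and that of LINC01133 did so without MSC-stimulated replicate 2 (0.0879, in a range of 0.0879 to 0.779). The count of 10 raised lncRNA probe sets became 1, 27, 6 and 5 without MSC-stimulated replicate 1, 2, 3 and 4 in turn, and 3 without control replicate 4. The paper states that its own comparison of these cells identified 7 lncRNAs upregulated over 1.5-fold at a q-value of about 10%, and it took these to qRT-PCR, in which it reports a stronger induction of LINC01133 than of some other candidates.

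**Figure D1:**
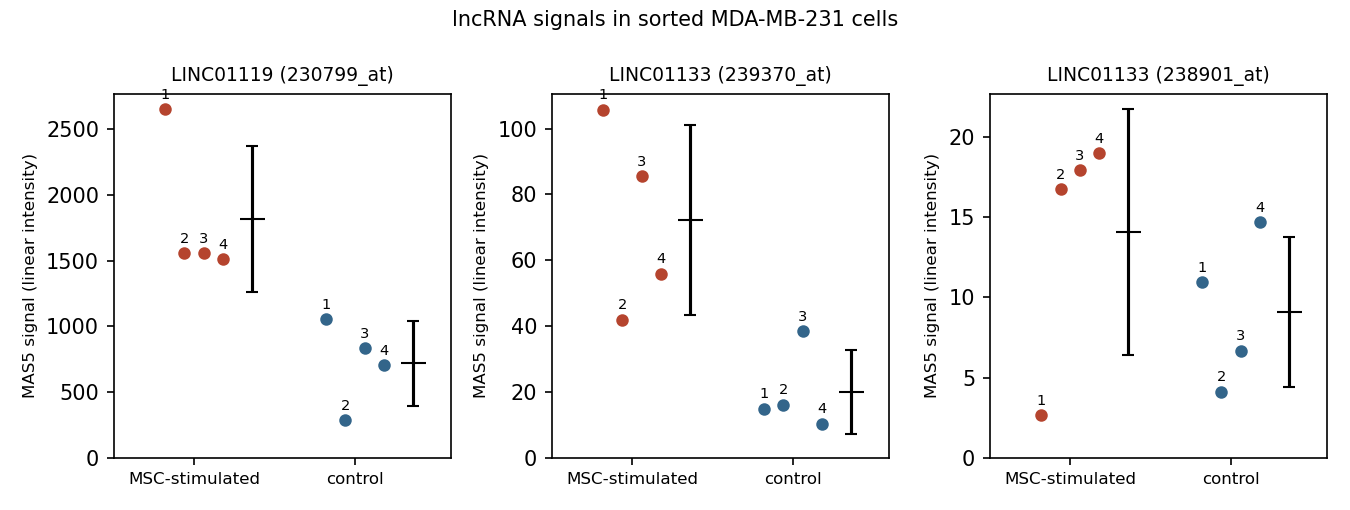
MAS5 signal (linear intensity) of LINC01119 and of the LINC01133 probe sets in MSC-stimulated and control MDA-MB-231 cells. Each point is 1 array with its replicate number, and the bars give the mean and SD of 4 arrays. The MSC-stimulated arrays of LINC01119 lie between 1510 and 2653, and the control arrays between 286 and 1056.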

Interestingly, however, the strongest induction was observed for LINC01119, which exhibited >100-fold upregulation in MSC-stimulated cells (Fig. 1a). As a novel lncRNA with previously undescribed functions in TNBC (or cancer in general), LINC01119 particularly attracted our attention.

**Fig. 1:**
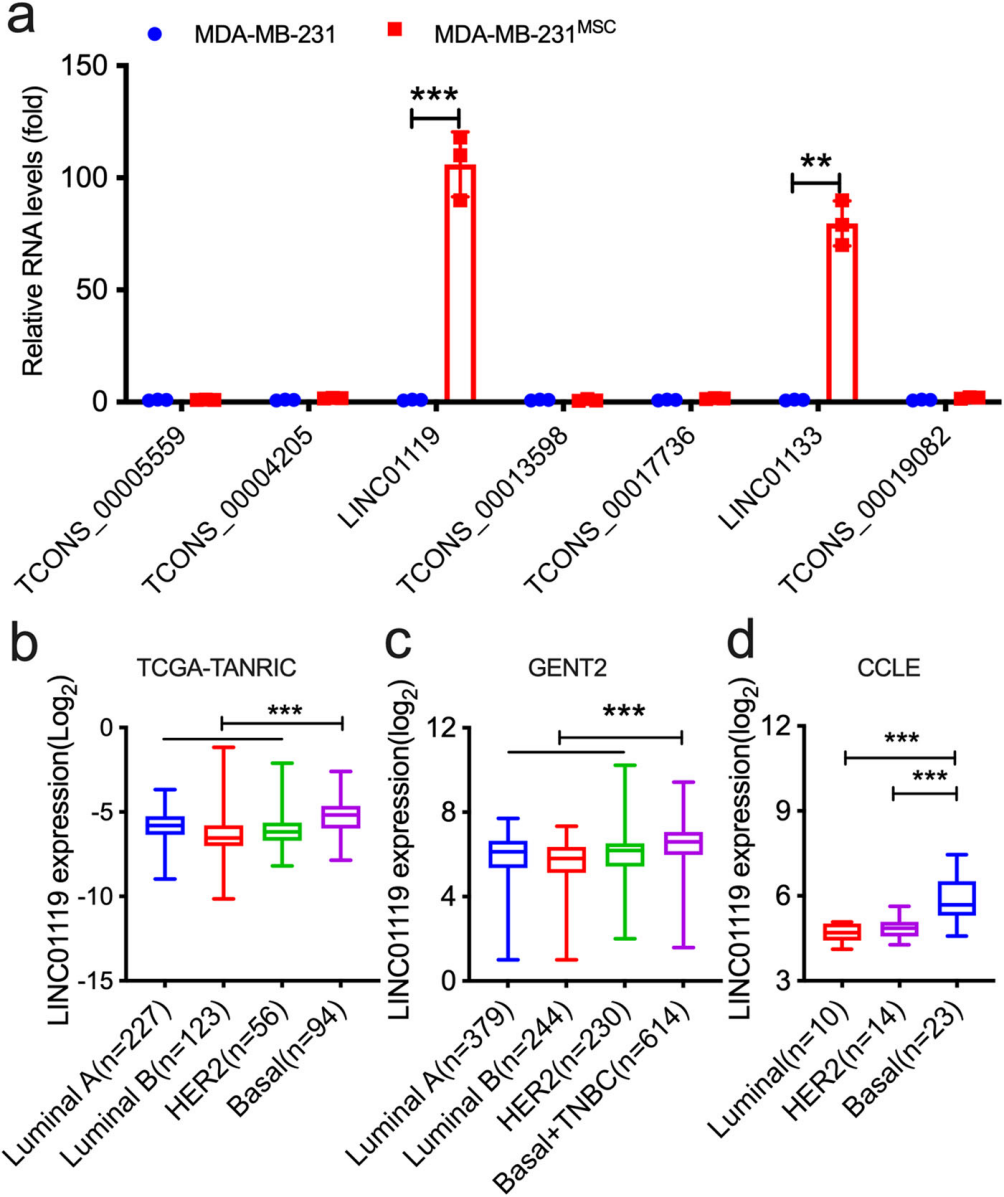
MSCs upregulate LINC01119 in admixed breast cancer cells. **a** qRTPCR measurements (meanâ€‰±â€‰SD of *n*â€‰=â€‰3) of indicated lncRNAs in sorted MDA-MB-231 cells recovered by FACS from 72-hr co-cultures with BM-MSCs (MDA-MB-231^MSC^). Sorted MDA-MB-231 cells cultured alone served as controls. **b**–**d** LINC01119 level (Log_2_) in TCGA data (from TANRIC database) analyzed by significance analysis of microarrays (SAMs) (**b**), in clinical breast cancer subtypes from GENT2 database (**c**), and in cancer cell lines representing different breast cancer subtypes in CCLE (**d**). Box-and-whisker plots represent the median (centerline) and inter-quartile range (IQR; box). The whiskers extend up to 1.5 times the IQR from the box to the smallest and largest points.

LncRNAs show tissue and cell type-specific expression^18,19^. To explore if LINC01119 associated preferentially with clinical TNBC, we probed its expression levels in The Atlas of Non-Coding RNA In Cancer (TANRIC), a large RNA-seq database largely based on The Cancer Genome Atlas (TCGA) information. Here, we found that LINC01119 (as estimated by position chr 2: 47055003-47086145) was indeed significantly elevated in Basal clinical subsets when compared to luminal A/B or HER2 specimens (Fig. 1b). Similar patterns were observed when we examined the GENT2 database, which harbors >200 patient-derived specimens per breast cancer subtype (Fig. 1c). As the aforementioned RNA material was generated from specimens that undoubtedly contained not only carcinoma cells, but their stromal components as well, we were interested in determining if LINC01119 was enriched in cancer cells per se. For this purpose, we investigated LINC01119 expression in breast cancer cells profiled in the Cancer Cell Line Encyclopedia (CCLE, GSE36133; Supplementary Fig. 2a and Fig. 1d), and found it to be significantly associated with Basal A/B cells as well (a more definitive enrichment for LINC01119 within subsets of TNBC could not be demonstrated, although there was a tendency for its enrichment in M/MSL cells (Supplementary Fig. 2b). These results indicated that LINC01119 is enriched in TNBC experimental models and in clinical tumor tissues.

LINC01119 expression is considered to be of relatively low abundance, with the highest levels recorded in tissues such as the ovary or brain (Supplementary Fig. 3a–c). It emanates from chromosome 2p21 and its locus codes for 4 isoforms: TCONS_00003666 (isoform 1), TCONS_00003667 (isoform 2), TCONS_00002647 (isoform 3; the one annotated in the Affymetrix array) and TCONS_00002699 (isoform 4) (Fig. 2a). As lncRNA primary sequence dictates secondary structure, which in turn dictates function^22,23^, we sought to empirically identify the specific LINC01119 isoforms that were particularly induced in MSC-stimulated cells. Here, isoform-specific qRTPCR analyses using primers specific for isoform 1/2, isoform 3, and isoform 4 (Supplementary Fig. 4) revealed significant multifold induction of isoform 3 when compared to isoforms 1, 2, and 4 (Fig. 2b), which we determined was the most predominant endogenous isoform of LINC01119 across TNBC cells (Fig. 2c). Furthermore, BM-MSC co-culture with established TNBC cells, such as the cell line HCC1143, or with primary TNBC cells, such as DT22 cells^24^, equally led to significant 2-fold and 15-fold inductions of LINC01119 isoform 3 in the admixed cancer cells, respectively (Fig. 2d, e), suggesting that LINC01119 induction by BM-MSCs was not particular to MDA-MB-231 cells. In addition, we found that cancer cells recovered from human BM-MSC-containing Nude-mouse-derived xenografts^16^ also exhibited 3-4-fold stimulation of LINC01119 isoform 3 expressions compared to controls (Fig. 2f), indicating that this induction also occurred in vivo. Finally, since the Affymetrix probe set used to identify LINC01119 expression (probe 230799_at) in clinical specimens cannot distinguish between the different LINC01119 isoforms, we conducted laser-capture dissection of breast cancer cells from breast cancer samples of basal-like breast cancers (BLBC), luminal A, luminal B, and HER2 tumors and processed their RNA for qRTPCR using primers specific for isoform 3. Here too, we found several-fold enrichment of LINC01119 in carcinoma cells derived from BLBCs versus other types (Fig. 2g), consistent with our earlier observations using TANRIC (Fig. 1b) and with specific qRTPCR on a series of TNBC and non-TNBC cell lines (Fig. 2h). Together, these results prompted us to investigate the functional contributions of LINC01119 isoform 3 (heretofore LINC01119) to TNBC development.

**Fig. 2:**
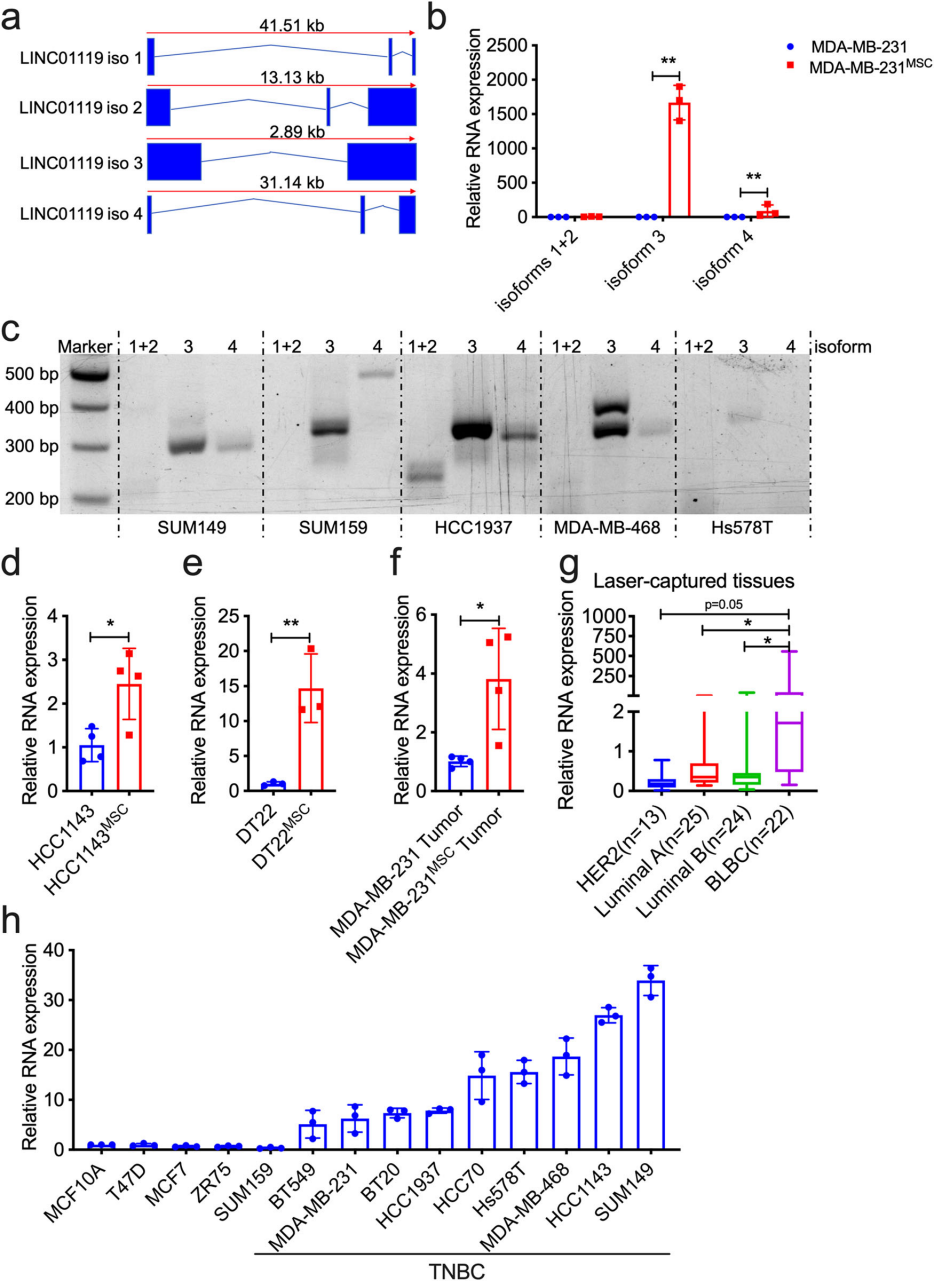
MSCs specifically upregulate LINC01119 isoform-3 in TNBC cells. **a** Schematic of LINC01119 isoforms derived from HUGO database. **b** qRTPCR measurements (mean ± SD of *n* = 3) of LINC01119 isoforms in MDA-MB-231^MSC^ versus controls. **c** Representative (*n* > 3) agarose-gel resolution of semi-quantitative PCR of LINC01119 isoforms in SUM149, SUM159, HCC1937, MDA-MB-468, and Hs578T cells. (**d**–**f**) qRTPCR measurements (mean ± SD of *n* > 3) of LINC01119 isoform-3 in HCC1143^MSC^ versus controls (**d**), in primary DT22^MSC^ versus controls (**e**), and in MDA-MB-231 cells recovered from human-MSC-containing tumor xenografts (**f**). **g** LINC01119 isoform-3 qRTPCR on dissected cancer cells lifted off slides of the indicated tumor samples. Box-and-whisker plots represent the median (centerline) and inter-quartile range (IQR; box). The whiskers extend up to 1.5 times the IQR from the box to the smallest and largest points. Normal breast tissue was used as a control. **h** LINC01119 expression (mean ± SD of 2^−∆∆CT^; compared with MCF10A; *n* = 3) in indicated breast cancer cells. LINC01119 levels were normalized to 18 S.

### LINC01119 promotes pro-tumorigenic traits in TNBC cells

To probe the functions of LINC01119 in TNBC biology, we cloned LINC01119 NR_024452 (which corresponds to isoform 3) and tested the effects of its overexpression in multiple TNBC cell lines (Supplementary Fig. 5a). While LINC01119 did not enhance certain malignant traits of human cancer cells, such as resistance to suspension-induced cell death (anoikis; Supplementary Fig. 5b), it did promote significant increases in cell proliferation (Fig. 3a) and promoted cell cycle progression in SUM159 cells (Fig. 3b), enhanced the clonogenic growth of both SUM159 and MDA-MB-231 cells in 2D (Fig. 3c), as well as triggered 2-9-fold increase in the anchorage-independent growth of these cells in soft-agar assays (Fig. 3d). LINC01119 promoted similar growth phenotypes in mouse carcinoma cells too. Indeed, it caused a ~4-fold increase in 4T1 clonogenic growth in vitro (Fig. 3e), and about doubled the ability of 67NR and 4T07 murine mammary TNBC cells to grow in anchorage-independence (Fig. 3f). Most importantly, LINC01119-overexpressing SUM159 cells formed larger orthotopic tumors in immunocompromised NCG mice (Fig. 3g), which exhibited a ~2-fold increase in their Ki67-positivity compared to control tumors (Fig. 3h). Interestingly, antisense oligonucleotides (ASO)-mediated inhibition of endogenous LINC01119 (Supplementary Fig. 6a) led to significant reductions in cellular growth in Hs578T, in MDA-MB-468, and in CAL51 TNBC cells too (Fig. 3i–k), altogether underscoring the critical pro-oncogenic abilities of LINC01119 both in vitro and in vivo.

**Fig. 3:**
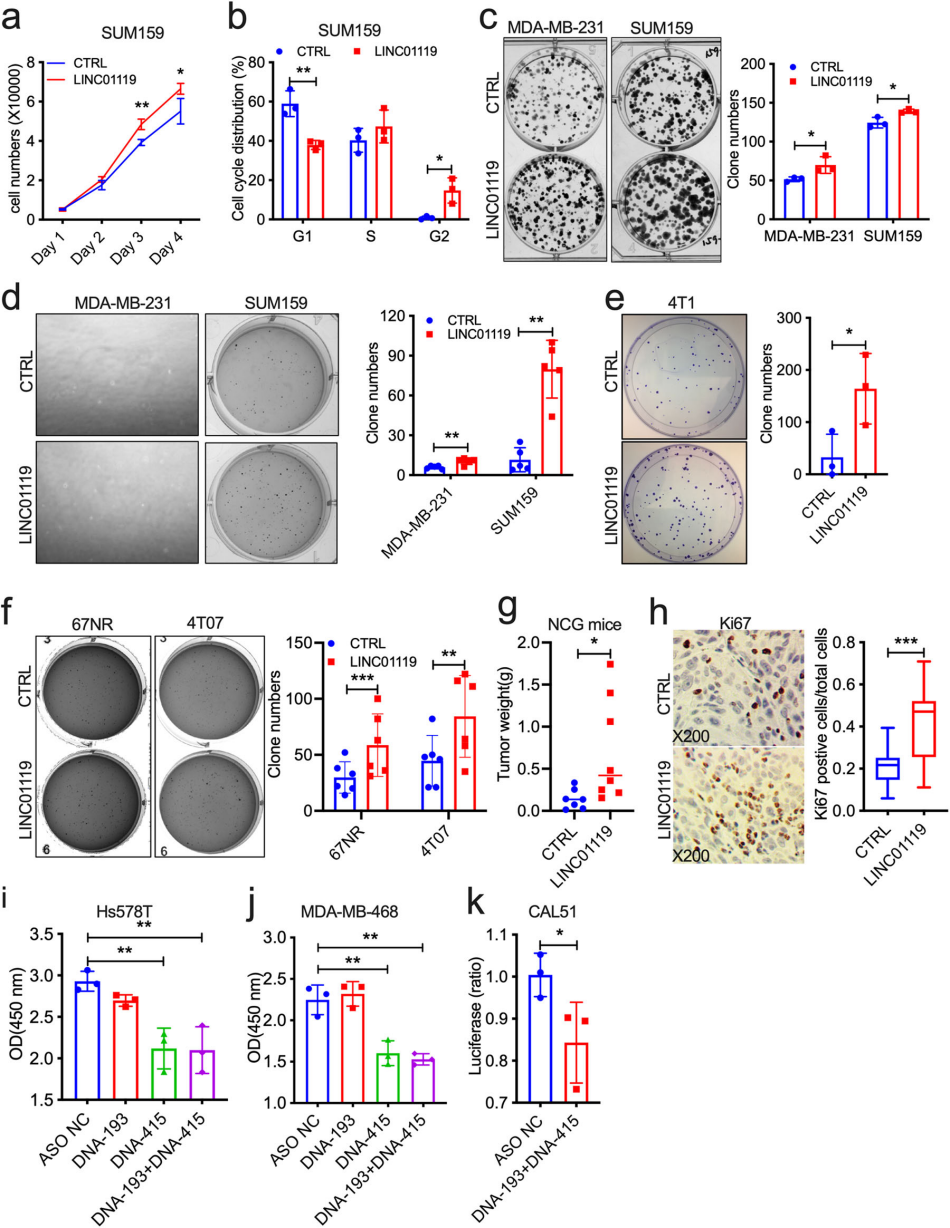
LINC01119 promotes oncogenic functions. **a**, **b** Proliferation (**a**) and cell cycle (**b**) of LINC01119-overexpressing SUM159 cells compared to controls at the indicated days (mean ± SD of *n* = 3). **c** Left: representative images of colony-formation assays on the indicated MDA-MB-231 and SUM159 groups. Right: ImageJ quantitation of colony numbers in Left displayed as mean ± SD of *n* = 3. **d** Left: representative images of 3D anchorage-independent growth of the indicated MDA-MB-231 and SUM159 cell lines. Right: ImageJ quantitation of colony numbers in Left displayed as mean ± SD of *n* > 3. **e** Left: representative images of colony-formation assays on the indicated mouse 4T1 groups. Right: ImageJ quantitation of colony numbers in Left displayed as mean ± SD of *n* = 3. **f** Left: representative images of 3D anchorage-independent growth of the indicated mouse 67NR and 4T07 cell lines. Right: ImageJ quantitation of colony numbers in Left displayed as mean ± SD of *n* > 3. **g** Weight of the indicated SUM159 tumors grown orthotopically in NCG mice after 42 days (*n* > 5 per group). **h** Left: representative images of immunohistochemistry of Ki67 in tumor tissues in g. Right: quantitation of Ki67 positive cells in Left displayed as box-and-whisker plots representing the median (centerline) and inter-quartile range (IQR; box). The whiskers extend up to 1.5 times the IQR from the box to the smallest and largest points. **i**, **j** Proliferation (mean ± SD of *n* = 3) of Hs578T (**i**) and MDA-MB-468 (**j**) cells transfected with controls (NC) or with LINC01119 ASOs measured using WST-1 assay after 48 h. **k** Proliferation (mean ± SD of *n* = 3) of CAL51 cells transfected with control or with a combination of LINC01119 ASOs measured using CellTiter after 48 h.

### LINC01119 is a non-coding RNA with predominant cytoplasmic localization

We proceeded to identify how LINC01119 exerted its functional activities in support of tumor cell growth, focusing first on determining its protein-coding potential. Indeed, previous studies indicated that certain lncRNAs, such as LINC00961^25^ or HOXB-AS3^26^, in fact, coded for small peptides with proven functional activities. We, therefore, set out to determine if LINC01119 open reading frame (ORF) in effect produced a protein product, and did so using several approaches. First, we inserted a FLAG-tag at the 5-prime end of the LINC01119 sequence and expressed the construct by transfection into HEK293T cells; however, immunoblotting of cell lysates with FLAG antibodies detected no product for LINC01119 in these cells, in contrast to FLAG-tagged EZH2, which was used as a protein-coding positive control (Fig. 4a). Second, we followed up on these *in-cell* results by conducting further experiments assessing LINC01119 protein-coding potential in stringently controlled experiments in vitro. Here, we inserted T7 promoter and Kozak sequences at the 5-prime end of LINC01119 (Fig. 4b) and conducted in vitro transcription followed by in vitro translation analyses with Biotin-labeled amino acids. While LINC01119 sequence was adequately transcribed, streptavidin-based Western immunoblotting could not detect a protein product for LINC01119 when compared to translated Luciferase or Xef1 proteins, detected at 61 and 50 kDa, respectively (Fig. 4b). Third, having found LINC01119 to be amongst a large set of identified ribosome-associated lncRNAs^27^, and that it was predicted, albeit with very low probability, to code for small peptides derived from 4 putative coding segments (PCS; Fig. 4c), we proceeded to test this notion further. Since PCS-1, PCS-2, and PCS-3 share an identical 3-prime sequence, we cloned both PCS-1 and PCS-4 sequences in-frame into pFLAG-CMV-1 plasmid and expressed them in HEK293T cells. Here, no FLAG-tagged protein product was detected in the corresponding cell lysates (Fig. 4c). In addition, we specifically cloned PCS-1 downstream of the T7 promoter and Kozak and checked its protein-coding potential in vitro (Fig. 4d). However, no protein product was detected subsequent to in vitro transcription and translation of PCS-1 (Fig. 4d), further confirming the non-coding nature of LINC01119. Finally, since lncRNA functions are linked to their cellular localization^28,29^, we determined LINC01119 cellular distribution patterns via in situ hybridization with LINC01119-specific probes using RNAScope^30,31^. These results showed a predominant cytoplasmic localization for both endogenous (in SUM149 cells, one of the most enriched for LINC01119 (Fig. 2h)), and exogenous LINC01119 expressed in HCC1937, SUM159, and MDA-MB-231 cells (Fig. 4e, f). Collectively, these results demonstrated empirically that LINC01119 is a non-coding RNA that functions predominantly from the cytoplasm.

**Fig. 4:**
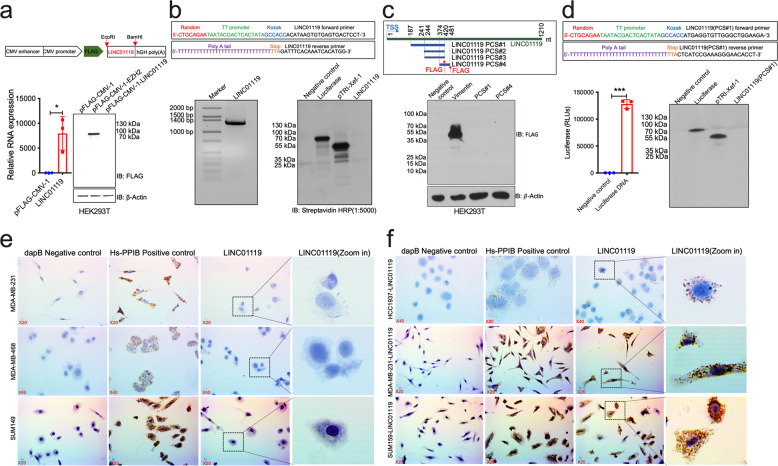
LINC01119 is a bona fide non-coding RNA located in the cellular cytoplasm. **a** Upper: schema of LINC01119 plasmid template for *in-cell* transcription/translation. Bottom: qRTPCR (mean ± SD of *n* = 3) (left) and Western blot (right) of RNA and lysates derived from HEK293T cells transiently transfected with LINC01119 or indicated controls. **b** Upper: schema of 5’ and 3’ LINC01119 primers utilized in in vitro transcription reactions. Bottom Left: in vitro transcribed LINC01119. Bottom Right: SDS-PAGE on in vitro translated luciferase, pTRI-Xef-1, and LINC01119. **c** Upper: schema of LINC01119 putative coding sequences. Bottom: Western blot analysis of lysates of HEK293T cells transiently transfected with empty pFLAG-CMV-1, pFLAG-CMV-1-Vimentin, PCS#1 and #4. **d** Upper: schema of 5’ and 3’ LINC01119 PCS#1 with primers utilized in in vitro transcription reactions. Bottom Left: Luciferase activity (mean ± SD of *n* = 3) of the successfully transcribed and translated luciferase used as a positive control for transcription. Bottom Right: SDS-PAGE on in vitro translated luciferase, pTRI-Xef-1, and LINC01119 PCS#1. **e**, **f** Localization of LINC01119 in control MDA-MB-231, MDA-MB-468, and SUM149 cells (**e**) and in HCC1937, MDA-MB-231 and SUM159 cells stably over-expressing LINC01119 (**f**) determined by RNAscope; dapB and Hs-PPIB served as negative and positive controls, respectively. Images shown are representatives of *n* > 3.

### LINC01119 stimulates SOCS5 in TNBC cells

To determine more specifically how LINC01119 exerted its pro-tumorigenic activities in TNBC, we conducted large-scale gene expression analyses looking for genes whose expression most closely correlated with that of LINC01119 in the breast cancer cohorts found in TANRIC (Supplementary Fig. 7a). When the top 5 genes from this list were cross-compared to LINC01119 co-correlated genes across 23 TNBC cell lines profiled in CCLE, only one gene—suppressor of cytokine signaling 5 or SOCS5—positively correlated with LINC01119 at *R* > 0.45 and *p* < 0.05 across these 2 databases (Supplementary Fig. 7b). Indeed, SOCS5 associated preferentially with Basal and TNBC clinical specimens when compared to Luminal A, Luminal B, and HER2 subtypes from the GENT2 database (Fig. 5a), subsets in which LINC01119 was also more preponderant (Fig. 1), and we observed similar connections between LINC01119 and SOCS5 using our experimental systems. First, we found that MSCs, which stimulated LINC01119 in admixed cancer cells (Figs. 1 and 2), also caused ~5 and ~2-fold enrichment of SOCS5 expression in co-cultured MDA-MB-231 (Fig. 5b) and HCC1143 cells (Fig. 5c), respectively. In addition, LINC01119 was sufficient, on its own, in causing 2-3-fold induction of SOCS5 expression in HCC1937, SUM159, BT549, and MDA-MB-231 TNBC cells (Figs. 5d and S8). Conversely, 50% downregulation of LINC01119 levels in the LINC01119-high SUM149 cells using ASOs (Supplementary Fig. 6a) caused >50% reduction in the endogenous basal SOCS5 levels (Fig. 5e). It is worthy to add that we probed whether LINC01119 induction of SOCS5 involved transcriptional or posttranscriptional mechanisms. Here, we found that the rates of SOCS5 mRNA or protein decay in actinomycin D or cycloheximide-treated cells were identical between control and LINC01119-overexpressing cells (Supplementary Fig. 7c, d), indicating no discernable effect of LINC01119 on either mRNA or protein stability of SOCS5. These results collectively suggested that LINC01119 is both sufficient and necessary as an upstream regulator of *de novo* SOCS5 transcription.

**Fig. 5:**
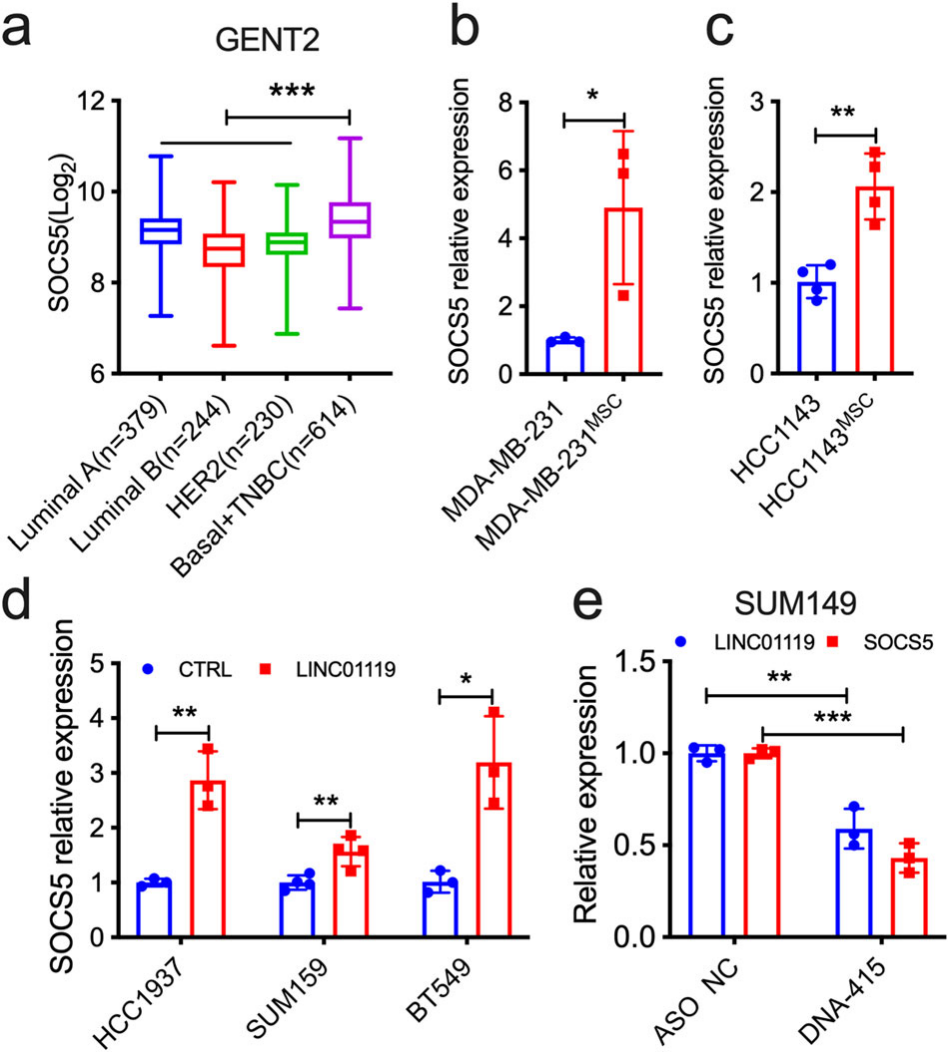
LINC01119 regulates SOCS5. **a** SOCS5 levels in clinical breast cancer from GENT2 database analyzed by SAMs. Box-and-whisker plots represent the median (centerline) and inter-quartile range (IQR; box). The whiskers extend up to 1.5 times the IQR from the box to the smallest and largest points. **b**, **c** qRTPCR measurements of SOCS5 levels in the indicated MDA-MB-231^MSC^ (**b**) and HCC1143^MSC^ (**c**) cells. **d** qRTPCR measurements of SOCS5 in the indicated HCC1937, SUM159, and BT549 cells stably over-expressing LINC01119. **e** qRTPCR measurements of LINC01119 and SOCS5 in SUM149 cells 48 h after transfection with control or anti-LINC01119 ASOs. For analyses in **b**–**e**, mean ± SD of *n* = 3 are shown.

SOCS5 belongs to the family of suppressors of cytokine signaling proteins, which are broadly categorized as negative regulators of the Janus Activated Kinase (JAK) and Signal Transducer and Activator of Transcription (STAT) pathway and are thought to exert major roles in attenuating receptor-initiated signaling^32–34^. In particular, SOCS5 has been shown to inhibit JAK1/2 and STAT1/3 phosphorylation in different cellular contexts^35–38^, so we probed the phosphorylation status of these proteins in SUM159 and MDA-MB-231 cells stably expressing LINC01119 in order to determine if SOCS5 downstream activities were also revved up in accompaniment to SOCS5 mRNA and protein induction; however, we did not find any inhibition of phospho-JAK1, phospho-JAK2, phospho-STAT1, or phospho-STAT3 by LINC01119 (Supplementary Fig. 8a–d). We therefore expanded our investigation to include all other members of the JAK and STAT proteins. We observed unique and reproducible downregulation of phospho-STAT6 in both cell lines under serum-starved and non-serum-starved conditions (Supplementary Fig. 8a–d). These results were confirmed in cancer (and non-cancer) cells transiently overexpressing exogenous human SOCS5 (Supplementary Fig. 8e), echoing prior reports in which SOCS5 was described to inhibit STAT6 activation in dendritic cells^39^ or in T helper (Th) subsets^40^. Notably, and in genetic support of these observations, we found that STAT6 was most depleted in TNBC specimens in TCGA (Supplementary Fig. 8f), as well as in TNBC-rich p53 mutant samples (Supplementary Fig. 8g) and that SOCS5 and STAT6 exhibited negative correlation in BLBC and ER-negative clinical specimens (Supplementary Fig. 8h, i). Together, these observations indicated that LINC01119-induced SOCS5 is active in TNBC cells.

### SOCS5 is a critical regulator of TNBC cell growth

We proceeded to determine the functional roles for SOCS5 in TNBC cell growth. We found that overexpression of human SOCS5 in SUM159 (Supplementary Fig. 8 and Supplementary Fig. 9a) induced a ~5-fold increase in anchorage-independent growth in soft-agar (Fig. 6a), and generated tumors that grew significantly faster and larger in Nude mice (Fig. 6b, c), and with ~2-fold as many Ki67-positive carcinoma cells (Fig. 6d), indicating that SOCS5, similar to LINC01119, was sufficient, on its own, in promoting malignant growth both in vitro and in vivo. To test the essentiality of SOCS5, we screened shRNAs against SOCS5 and selected two hairpins that resulted in ~70% inhibition of its mRNA (Supplementary Fig. 9b). Expression of these two shRNAs in Hs578T TNBC cells resulted in >50% inhibition of the cells ability to grow in soft-agar conditions (Supplementary Figs. 9c and 6e), suggesting that SOCS5 performed essential pro-tumorigenic functions in these contexts. Identical results were obtained in two additional TNBC models, SUM159 and CAL51, in which shSOCS5#4 caused ~50% inhibition of growth in soft-agar (Supplementary Figs. 9d, e, and Figs. 6f, g). Most importantly, knockdown of SOCS5 by enhanced siRNA (esiRNA; Supplementary Fig. 9f) abrogated LINC01119-induced cell proliferation (Fig. 6h), in support of the notion that SOCS5 is an essential partner of LINC01119 that performs critical functions in TNBC cell growth.

**Fig. 6:**
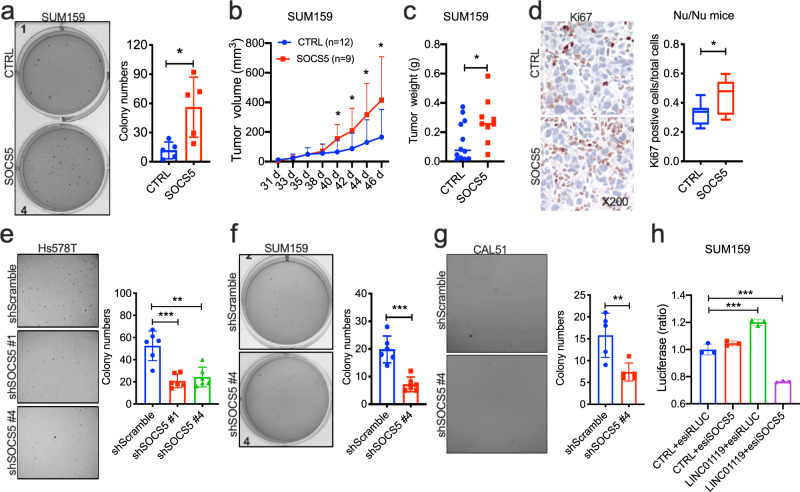
Critical role for SOCS5 in TNBC cell growth. **a** Left: representative images of anchorage-independent growth patterns of controls versus SUM159 cells stably expressing human SOCS5. Right: ImageJ quantitation of colony numbers in Left displayed as mean ± SD of *n* = 5. **b** Growth kinetics of indicated orthotopic tumors derived from SUM159 controls (*n* = 12) or SUM159 cells expressing pLVX-SOCS5 (*n* = 9) in Nu/Nu nude mice measured by digital calipers with mean ± SD indicated per time point. **c** Weight of the indicated SUM159 tumors in B with the median shown. **d** Left: representative images of immunohistochemistry of Ki67 in tumor tissues in **c**; Right: quantitation of Ki67 positive cells in Left displayed as box-and-whisker plots representing the median (centerline) and inter-quartile range (IQR; box). The whiskers extend up to 1.5 times the IQR from the box to the smallest and largest points. **e** Left: representative images of anchorage-independent growth patterns of Hs578T cells stably expressing sh scramble control, shSOCS5#1 and shSOCS5#4. Right: ImageJ quantitation of colony numbers in Left displayed as mean ± SD of *n* > 3. **f** Left: representative images of anchorage-independent growth patterns of controls versus SUM159 cells stably expressing SOCS5 shRNA#4. Right: ImageJ quantitation of colony numbers in Left displayed as mean ± SD of *n* > 3. **g** Left: representative images of anchorage-independent growth patterns of controls versus SOCS5 shRNA#4 in CAL51 cells. Right: ImageJ quantitation of colony numbers in Left displayed as mean ± SD of *n* > 3. **h** Proliferation (mean ± SD of *n* = 3) of control or LINC01119-over-expressing SUM159 cells transfected with esiRLUC or esiSOCS5 measured using CellTiter after 72 h.

### The LINC01119-SOCS5 axis is prognostic of poor patient outcome

We next probed the clinical relevance of our findings across publicly accessible gene expression databases of breast cancer. We found that SOCS5 positively correlated with LINC01119 across multiple different clinical breast cancer datasets, which included GSE28844 (Fig. 7a), GSE16446 (Fig. 7b), GSE102484 (Fig. 7c), and GSE12276 (Fig. 7d). Similar findings were observed using the large TNBC cohort of Brown and colleagues (GSE76124)^41^; Fig. 7e) and in the BRCA1-mutant specimens of GSE27830 (Fig. 7f), tumors that have a high propensity to classify with triple-negative BLBCs. Furthermore, high expression levels of LINC01119 and SOCS5 associated with shorter relapse-free survival (RFS) in breast cancer patients in general (Fig. 7g) and poorer overall survival (OS) in those diagnosed with BLBC in particular (Fig. 7h). Altogether, these findings are consistent with a model in which the stroma-regulated LINC01119-SOCS5 axis assumes critical pro-malignant functions in TNBC development, and that it represents both a therapeutic target (Figs. 3 and 6) and a prognosticator of adverse patient outcome in disease management.

**Fig. 7:**
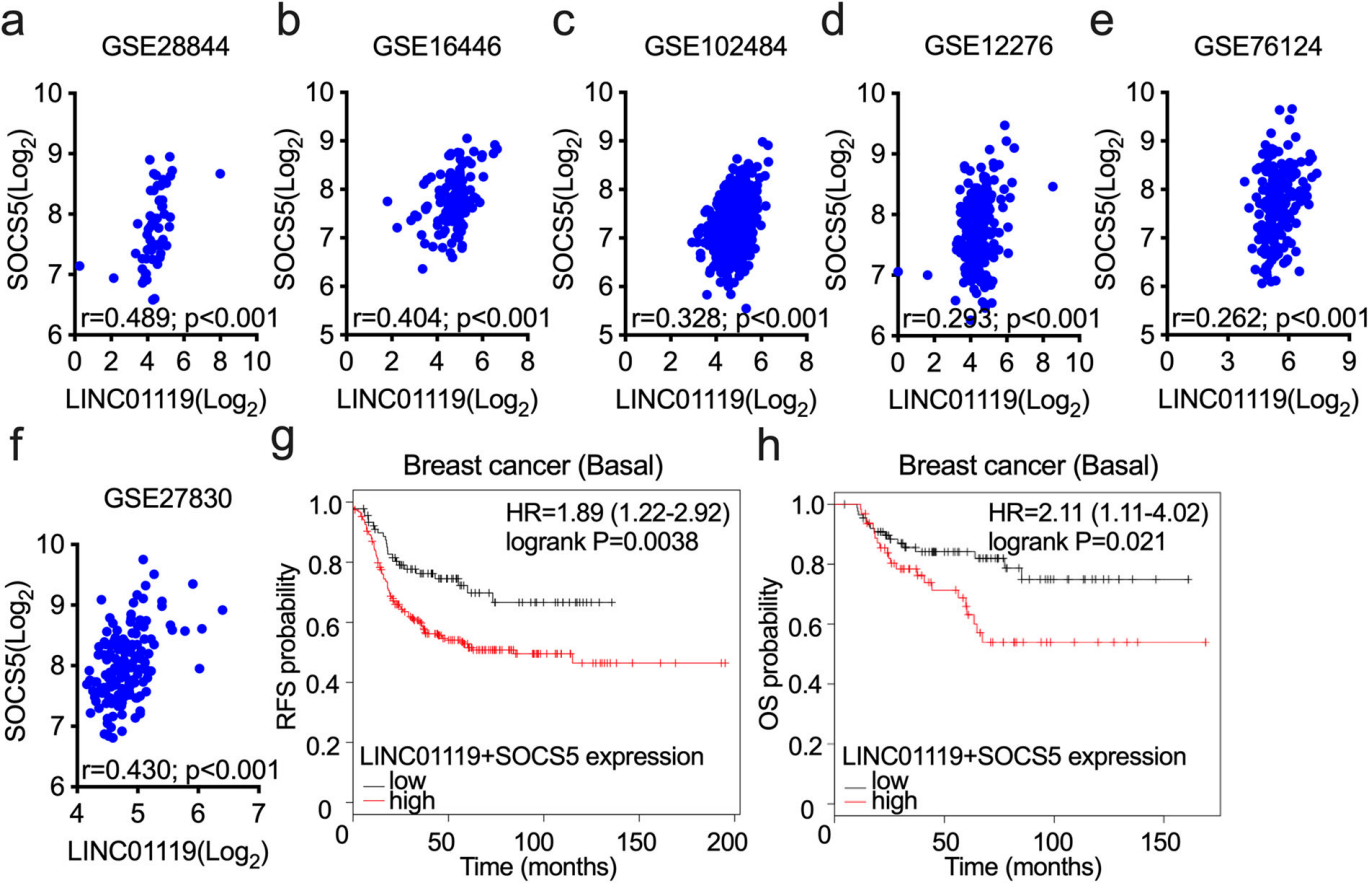
LINC01119-SOCS5 pathway is prognostic of poor patient survival. **a**–**f** Correlation of LINC01119 and SOCS5 in GSE28844 (**a**), GSE16446 (**b**), GSE102484 (**c**), GSE12276 (**d**), GSE76124 (**e**), and GSE27830 (**f**). **g** Kaplan-Meier analysis (kmplot.com) of relapse-free survival (RFS) based on the mean value of LINC01119 and SOCS5 in basal breast cancer (*n* = 544), the cutoff value of 301.5, probe 230799_at for LINC01119 and 209648_x_at for SOCS5. **h** Kaplan-Meier analysis of overall survival (OS) based on the mean value of LINC01119 and SOCS5 in basal breast cancer (*n* = 248), the cutoff value of 438, probe 230799_at for LINC01119 and 209648_x_at for SOCS5.

## Discussion

In the present work, we utilized the MSC:BCC co-culture model to reveal functions for lncRNAs in regulating TNBC development. Thus, we found that MSC-derived triggers induced LINC01119 expression in neighboring TNBC cells, which in turn stimulated SOCS5, leading to accelerated in vitro cancer cell growth, both in adhesion and in suspension, as well as accentuated in vivo tumor formation in xenografted mice. In addition, LINC01119 and SOCS5 expression were significantly enriched in several TNBC patient cohorts and exhibited substantial and tight correlation with one another across multiple breast cancer gene sets. Importantly, LINC01119/SOCS5 repression severely impaired cancer cell growth, and the pathway served as a powerful prognostic indicator of adverse outcomes in TNBC patients. Collectively, our findings have delineated previously undescribed non-coding theranostic elements of potential translational utility in TNBC management.

To our knowledge, this is the first report that describes cellular activities of LINC01119 and that begins to elucidate its functional downstream effectors. Although there are no previous links that have tied LINC01119 to malignancy, it is important to point out that LINC01119 is located on chromosome 2p, an arm noted by several groups to undergo aberrations in breast cancer^42,43^ and to exhibit elevated probability for harboring susceptibility loci for breast^44^ and other neoplasms, such as endometrial^45^ or renal^46^ carcinomas. In addition, several genes that map to the vicinity of LINC01119 on 2p21 have been implicated in advancing tumorigenesis and metastasis in multiple malignancies, such as PKCε^47^ or SOS1^48^. These observations, together with reports that underscore the ability of lncRNAs to regulate neighboring genes *in cis*^49^ suggest a potential role for LINC01119 in the etiology and development of cancers beyond TNBC. Notable amplifications of LINC01119 in a number of cancers across the TCGA, such as pancreatic, uterine, and lung cancers (Supplementary Fig. 10) would indeed be consistent with this hypothesis.

Prior work indicated that SOCS5 falls under the tight regulatory control of complex non-coding RNA networks that involve an expanding list of both microRNAs and lncRNAs. Indeed, several miRs have been described to directly suppress SOCS5 expression in a variety of cancer cells, such as miR-9 in prostate cancer^50^, miR-885 in colorectal cancer^51^, miR-301a in pancreatic cancer cells^33^, or miR-18, miR-25, and miR-589 in liver cancer^52,53^. In contrast, a handful of lncRNAs have been shown to induce SOCS5 expression in target cancer cells, and these include HAND2-AS1 in liver cancer^54,55^, FER1L4 in osteosarcoma^56^, TUSC7 in endometrial carcinoma^57^, MEG3 in oral squamous cell carcinoma^58^, and LINC00668 in glioma^59^. Interestingly, a unifying mechanism-of-action of such lncRNAs in SOCS5 regulation appears to involve lncRNA sponging SOCS5-specific microRNAs, such as miR-18a, miR-616, or miR-584d, thereby relieving otherwise suppressed SOCS5 levels. Similar high-stringency miRBase-based approaches we conducted using our own analyses, however, only identified miR-3689d as a potential SOCS5-miR that can be sponged by LINC01119, but our preliminary findings indicated that miR-3689d was not induced in our MSC-stimulated cancer cells^16^ and that it was not modulated in LINC01119 overexpressing cells at all (data not shown). These findings, in addition to observations that SOCS5 induction in LINC01119-over-expressing cells was not due to upregulations in its mRNA or protein stabilities (Fig. S7c–d), suggested that LINC01119-stimulated increases in SOCS5 likely involve *de novo* transcriptional stimulation. Here, we posit that cytoplasmic LINC01119 (Fig. 4) sequesters a transcriptional regulator that otherwise suppresses SOCS5 transcription. Verification of this hypothesis awaits the detailed elucidation of the molecular interactions of LINC01119.

SOCS5 functioned as a partner of LINC01119, and we found that it was both sufficient and necessary to promote TNBC cell growth across several TNBC cells and that it promoted tumor growth in nude mice. Although a role for SOCS5 as a promoter of TNBC pathogenesis has not been previously described per se, our results were surprising considering several reports describing SOCS5 as a suppressor of cancer traits in the context of malignancies that included T cell lineage acute lymphoblastic leukemia (T-ALL)^34^, pancreatic cancer^60^, hepatocellular carcinoma (HCC)^52^, or prostate cancer^50^. How SOCS5 mechanistically exerted these suppressive activities has largely been attributed to its ability to mediate negative feedback loops that downregulated membrane tyrosine kinases, especially EGFR^61,62^. In these models, SOCS5 is thought to associate with autophosphorylated EGFR to then assemble a complex containing elongin B/C and E3 ubiquitin ligase that then targets EGFR for proteasomal degradation^63,64^. Although SOCS5 is postulated to act on other targets, such as Shc-1 or YAP1, in similar manners^36,65^, there is no evidence that it acts on other growth factor receptors, such as FGF or NGF. Whether SOCS5 engages in similar interactions in our systems is presently unknown.

In spite of these reports, however, the pro-oncogenic roles we describe for SOCS5 in TNBC cells are in agreement with prior (albeit fewer) reports indicating tumor-promoting activities for SOCS5. These include findings in which SOCS5 levels were shown to be induced in cancerous versus normal breast cells (including the TNBC cell line HCC1937 we used here)^66^, and in which SOCS5 proved to be essential to the viability of other breast cancer cells, such as the HER2 cell line SKBR3^67^. Pro-malignant roles for SOCS5 were also observed in hepatocellular carcinoma as well, where SOCS5 inhibition induced autophagy and compromised lung metastasis of HCC cells, and where high SOCS5 levels were prognostic of poor patient outcome^68^. Why SOCS5 seemingly performs diametrically opposing functions in tumor pathogenesis across different cancer types, however, remains an outstanding question. Here, and in keeping with reported functions for SOCS proteins as suppressors of JAK/STAT pathways, we did find that SOCS5 (and LINC01119) inhibited the phosphoactivation of STAT6, but not the traditional targets STAT1 or STAT3. Of pertinence, STAT6 has been described to act as a tumor suppressor in breast cancer^69,70^, providing a possible mechanism-of-action of LINC01119/SOCS5 in driving TNBC cell growth by curtailing STAT6 activation. In support of this notion are genetic data demonstrating STAT6 negative correlation with both LINC01119 and SOCS5 in patient cohorts, and the fact that STAT6 downregulation was itself associated with TNBC and forecasted poor TNBC patient prognosis (Supplementary Fig. 8f–g, j). Hence, we posit that LINC01119 induces SOCS5 expression, which then inhibits STAT6, relieving its tumor-suppressive functions in TNBC cells. The extent to which this pathway operates identically in additional breast cancer subtypes (or other cancers altogether) will necessitate the detailed determination of cellular SOCS5 targets, partners, and mechanism-of-action in a context-dependent fashion.

A final note is that the nomenclature of lncRNAs has followed the norm of naming lncRNAs according to the closest gene in their locus, and it is for this reason that LINC01119 is also known as lncSOCS5. For LINC01119, the nomenclature also carries functional connotation since we have shown that LINC01119 regulated SOCS5 expression and that SOCS5 served critical roles in LINC01119-regulated activities. The fact that SOCS5 and LINC01119 are also syntenic in humans suggests that they may have genetic interactions beyond the functional ones we describe here and that LINC01119 and SOCS5 act as an axis (or a duo of sorts) in regulating downstream functions.

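LINC01119 and SOCS5 are neighbours on the same chromosome in the annotation of the human assembly GRCh38.p14, with 1 lncRNA gene between them. Ordered by start, SOCS5 is followed by the lncRNA gene LINC01118, which is followed by LINC01119. On the other side of LINC01119 come LOC107985880, LOC124906004 and MCFD2-AS1, all lncRNA genes, and then MCFD2. SOCS5 and MCFD2 are thus the nearest protein-coding genes on either side in this annotation. On these microarrays 1 probe set measures LINC01119 and 3 measure SOCS5.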

## Methods

### Cell cultures

Breast cancer cell lines MDA-MB-231, MDA-MB-468, HCC1937, BT20, HCC1143, BT549, and Hs578T cells were procured from American Type Culture Collection (ATCC). HCC70, T47D, ZR75, SUM149, CAL51, and SUM159 were obtained from A. Toker (Beth Israel Deaconess Medical Center, Boston, MA), 4T1, 67NR, 4T07, MCF7, and HEK293T cells from R. Weinberg (Whitehead Institute, Cambridge, MA), and MCF-10A from J. Brugge (Harvard Medical School, Boston, MA). Human primary breast cancer cells DT22 were a gift from D. El-Ashry (Sylvester Comprehensive Cancer Center, University of Miami Miller School of Medicine, Miami, FL)^24^. Bone marrow-derived human mesenchymal stem cells (BM-MSCs) were purchased from the Institute for Regenerative Medicine at Scott and White, Texas A&M Health Science Center (Temple, TX). Established cancer cell lines were cultured according to ATCC recommendations. DT22 cells and BM-MSCs were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10%fetal bovine serum (FBS). MCF10A cells were cultured in DMEM/Ham’s F12 medium supplemented with 5% horse serum (Gibco BRL, Waltham, MA), insulin (10 μg/ml; Wisent Bioproducts, Saint-Jean Baptiste, QC), hydrocortisone (500 ng/ml; Sigma–Aldrich, St. Louis, MO), epidermal growth factor (EGF) (20 ng/ml; R&D, Minneapolis, MN), and cholera toxin (100 ng/ml; List Biological Laboratories, Campbell, CA).

### Gene expression analyses

Comparative gene expression profiling of MSC-stimulated cancer cells versus controls was performed as previously described ^21^. Briefly, BM-MSCs were mixed with GFP-labeled BCCs (at 3:1 ratio of MSC:cancer cell) and cultured in DMEM-10% FBS for 72 h with GFP-BCCs cultured alone serving as controls, as we previously described^15^. Cultures were subsequently washed with PBS, trypsinized, centrifuged for 3 min at 1200 rpm, and resuspended in ice-cold PBS. Suspensions were then passed through 70 µm filters and sorted for GFP-positivity using FACS Aria II (BD) with similarly processed control GFP-BCCs cultured alone used to determine sorting gates based on cell size and GFP fluorescence intensity. Gates were set to exclude cell debris, potential aggregates, and to collect cancer cells with the strongest GFP expression to ensure avoidance of GFP-negative MSC contamination. 

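Collagen and other matrix genes that MSCs express at high levels had far higher signals in the sorted MSC-stimulated MDA-MB-231 cells than in the sorted control cells. COL1A1, a chain of type I collagen, stood at 12001 ± 7707 (SD, n = 4) after co-culture and at 46.1 ± 30.7 (SD, n = 4) in control cells. Of 28 measured MSC and fibroblast matrix genes, 12 rose and none fell at an adjusted p under 0.05 from limma (18 higher when adjusted over the list alone). The median log2 fold change of these matrix genes was 1.77 (camera, adjusted p = 1.98e-20; adjusted p = 0.102 with an estimated correlation).
COL1A1 had a log2 fold change of 7.44 (standard error 0.45, adjusted p = 5.04e-05 from limma), COL1A2 of 6.68 and the matrix protein gene POSTN of 4.76. FN1, COL6A2, CDH11 and DCN, named here after their values were seen, also rose, with log2 fold changes of 1.52, 3.57, 3.55 and 2.67. The signal of COL1A1 was 19300, 5762, 18009 and 4935 in MSC-stimulated replicates 1 to 4, and that of PDGFRA, an MSC surface receptor, was 347, 131, 492 and 249.
Of 14 MSC surface markers, PDGFRA (log2 fold change 3.34) and NT5E (0.99) rose and none fell (6 higher and 1 lower when adjusted over the list alone). The median log2 fold change of the surface markers was 0.21, or 0.11 to 0.38 when 1 array was left out (camera, adjusted p = 0.0115; adjusted p = 0.159 with an estimated correlation). Of 12 smooth muscle and contractile genes, 0 passed limma's adjusted test (2 higher when adjusted over the list alone, 3 at an unadjusted p under 0.05, and 0 by the SAM-type test on log2 values). The contractile genes CALD1 and TPM1 had log2 fold changes of 0.06 and 0.42, and the camera test of their list gave an adjusted p of 0.0352 (adjusted p = 0.213 with an estimated correlation). Of 12 osteoblast and adipocyte lineage genes, RUNX2, a regulator of osteoblast differentiation, rose (log2 fold change 1.13; 3 higher when adjusted over the list alone). Of 10 haematopoietic and endothelial markers, 0 passed limma's adjusted test, over all probe sets or adjusted over the list alone, and 0 had an unadjusted p under 0.05 or passed the SAM-type test. HBB and PECAM1, of that list, had log2 fold changes of -0.37 and -0.02, and the sign for PECAM1 turned when single arrays were left out.
LOX and LOXL1, enzymes that crosslink collagen, rose by log2 fold changes of 5.81 and 3.03, and the other 3 of the 5 lysyl oxidase genes did not pass, with log2 fold changes of 0.29 (LOXL2), 0.33 (LOXL3) and 0.45 (LOXL4), named after their values were seen (2 higher when adjusted over the list alone; camera, adjusted p = 6.29e-05; adjusted p = 0.102 with an estimated correlation). LOX, LOXL1 and PDGFRA had mean control signals of 6.86, 5.66 and 14.5, below the pseudocount of 16, so the size of their rise depends on it. With MSC-stimulated replicates 1 and 3 left out, an alternative chosen after the data were seen, the median of the matrix genes was 1.06. In the 8 fits that leave out 1 array each, LOXL1 passed in 2, RUNX2 in 5 and the contractile list in 4, while COL1A1, COL1A2, POSTN, PDGFRA, NT5E and LOX passed in all 8.

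**Figure D2:**
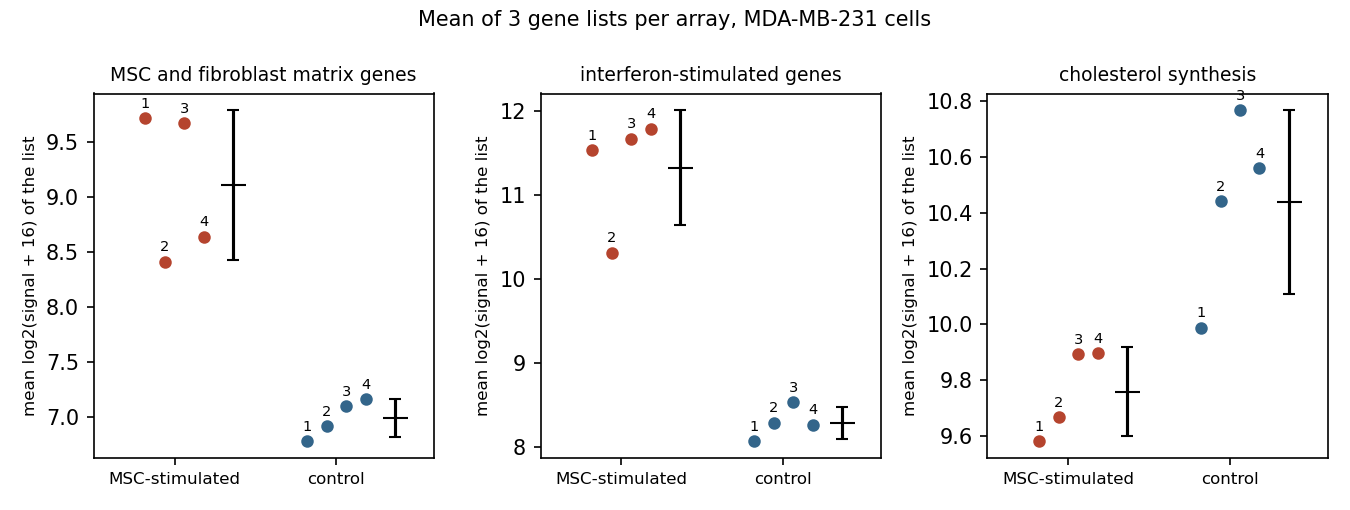
Mean log2(signal + 16) of the genes of 3 lists in MSC-stimulated and control MDA-MB-231 cells. Each point is 1 array with its replicate number, and the bars give the mean and SD of 4 arrays. The matrix genes lie at 9.72, 8.42, 9.67 and 8.64 in MSC-stimulated replicates 1 to 4, and at 6.78 to 7.17 in control cells.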

For Affymetrix analyses, 1 µg total RNA was recovered from FACS-isolated MDA-MB-231 cells, processed through library preparation using GeneChip HT One-Cycle cDNA synthesis kit and Genechip HT IVT Labeling kit (900687 and 900688; Affymetrix, Santa Clara, CA), and hybridized to HT-HG U133 2.0 Plus chip (900751; Affymetrix, Santa Clara, CA).

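Most interferon-stimulated genes rose in MSC-stimulated MDA-MB-231 cells. Of 23 measured, 21 were higher and none was lower at an adjusted p under 0.05 from limma (22 higher when adjusted over the list alone). IFI44L stood at 1624 ± 954 (SD, n = 4) after co-culture and at 12.2 ± 12.4 (SD, n = 4) in control cells. In MSC-stimulated replicate 2 the mean log2 value of these genes was 10.31, against 11.53 to 11.79 in the other 3, and IFI27 stood at 266 against 2965 to 6655. In the other direction, 14 of 16 measured genes of cholesterol synthesis were lower when adjusted over the list alone, while none passed over all probe sets.
The interferon-stimulated genes had a median log2 fold change of 2.91 (camera, adjusted p = 3.66e-53; adjusted p = 0.102 with an estimated correlation). IFI44L, IFI27, the antiviral enzyme OAS2 and the membrane protein IFITM1 had log2 fold changes of 5.64, 5.53, 5.04 and 4.41, and TRIM22, another interferon-induced gene, of 5.06. HERC5 and MX2, named after their values were seen, did not pass, with log2 fold changes of 1.01 and -0.04. In the same MSC-stimulated arrays COL3A1, a matrix gene of MSCs, had a log2 fold change of 6.68. COL3A1 and IFI44L had mean control signals of 4.21 and 12.2, below the pseudocount of 16, so the size of their rise depends on it. Of 11 genes of antigen presentation by MHC class I, the peptide transporter TAP1 rose (0.76; 8 higher when adjusted over the list alone), with a camera adjusted p of 1.25e-09 (adjusted p = 0.102 with an estimated correlation).
Of 21 chemokines and cytokines, IL6 (2.82), IL24 (2.43), CXCL8 (2.22) and CCL5 (1.80) rose (6 higher when adjusted over the list alone; camera, adjusted p = 0.000111; adjusted p = 0.102 with an estimated correlation). Of 17 TGF-beta response genes, INHBA (3.91) and TGFBI (2.53) rose (6 higher when adjusted over the list alone; camera, adjusted p = 2.22e-06; adjusted p = 0.102 with an estimated correlation). Of 19 YAP and TAZ target genes, IGFBP3 (4.63) and GADD45A (2.50) rose (5 higher when adjusted over the list alone; camera, adjusted p = 5.38e-07; adjusted p = 0.118 with an estimated correlation). PTX3, a secreted pattern recognition protein, and FSTL1, a secreted glycoprotein, rose by 5.56 and 4.79. The mean control signals of PTX3 and INHBA, 14.3 and 9.80, also lay below the pseudocount of 16. Across the 4 MSC-stimulated arrays the log2 excess of PTX3, FSTL1, IL6, INHBA and IGFBP3 over the control mean followed that of the MSC matrix genes with slopes of 1.17, 1.22, 1.21, 1.18 and 0.83. The slopes were 0.57 for TGFBI, 0.49 for CXCL8, 0.23 for GADD45A, 0.19 for CCL5 and 0.07 for IL24. Each of these slopes comes from 1 probe set over 4 arrays, which decides nothing about the source of a gene's RNA.
The median log2 fold change of the cholesterol synthesis genes was -0.78 (camera, adjusted p = 8.74e-13; adjusted p = 0.102 with an estimated correlation). EBP and FDPS, of that list, had log2 fold changes of -0.51 and -0.39. The list had 14 members lower at an unadjusted p under 0.05, and 0 by the SAM-type test on log2 values. SCD, a fatty acid desaturase, fell (-1.62), as did SHMT1, an enzyme of serine and glycine metabolism (-1.54), the transcription factor NFATC2 (-1.48), ACAT2, an acetyl-CoA acetyltransferase (-1.15), LPGAT1 (-0.995), GASK1B (-0.99), the receptor ERBB3 (-0.96), MEGF9 (-0.88) and TRIM2 (-0.84). FGFR1OP2 and GPR37 also passed, but at mean signals of 1.52 and 1.36 in MSC-stimulated and 18.2 and 17.2 in control cells, too near the lower end of the signal for a fold. SHMT1 stood at 8.24 in MSC-stimulated and 55.4 in control cells, also dim. Leaving out 1 array at a time, NFATC2 and LPGAT1 passed in all 8 fits, SHMT1 and ACAT2 in 4, SCD and MEGF9 in 3, ERBB3, TRIM2, TAP1, CXCL8 and CCL5 in 2, IL6, GASK1B and FGFR1OP2 in 1, and GPR37 in 0. With the replicate number as a block, 108 probe sets were lower, and GASK1B (adjusted p = 0.0527), FGFR1OP2 (adjusted p = 0.0738), GPR37 (adjusted p = 0.0783) and TAP1 (adjusted p = 0.0574) did not pass.
Over all 54613 probe sets, 301 were higher and 48 lower in MSC-stimulated cells. Those of them with 1 gene symbol belong to 198 genes higher and 28 genes lower. The count of higher probe sets became 148, 526, 164, 200 and 162 without MSC-stimulated replicate 1, 2 and 3 and control replicate 3 and 4 in turn, and 47 with MSC-stimulated replicates 1 and 3 left out together, an alternative chosen after the data were seen. Without MSC-stimulated replicate 1, 2, 3 and 4 and control replicate 1, 2, 3 and 4 in turn, 8, 95, 13, 24, 80, 20, 19 and 14 probe sets were lower.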

Gene-specific expression analysis was determined by qRTPCR on total NanoDrop ND-1000 (Thermo Scientific, Wilmington, DE) -quantified cellular RNA extracted using RNEasy (Qiagen, Germantown, MD). Qiagen RT kit and SYBR Green PCR Master Mix were used for first-strand synthesis and cDNA amplification, respectively, using a CFX384 cycler (BioRad, Hercules, CA). The primers we used were as follows:

18S forward, 5′ GTAACCCGTTGAACCCCATT-3′;

18S reverse, 5′-CCATCCAATCGGTAGTAGCG-3′;

TCONS_00005559 forward, 5′-AAGGAGAAGAAGGGGAGGAAT-3′;

TCONS_00005559 reverse, 5′-TGCAAATGTTTGGAGAAGACC-3′;

TCONS_00004205 forward, 5′-ACGGGAGAGAGTGACTGGAA-3′;

TCONS_00004205 reverse, 5′-CACCACTTTTGTCCGTGAACT-3′;

LINC01119 forward, 5′-TGGCAAGCTACACTCTGTCA-3′;

LINC01119 reverse, 5′-AGAAGCTGTCCAATGCAACG-3′;

TCONS_00013598 forward, 5′-CATATCACCCAACCTCGCTAA-3′;

TCONS_00013598 reverse, 5′-TGCCATTCAGAGCAGAGAAA-3′;

TCONS_00017736 forward, 5′-TGAGATCATGGAGGAAGTGAA-3′;

TCONS_00017736 reverse, 5′-TTTCGAGGGCTACTGAAGAA-3′;

LINC01133 forward, 5′-GGCAAGGTGAACCTCAAAAA-3′;

LINC01133 reverse, 5′-TTCCTGCAAGAGGAGAAAGC-3′;

TCONS_00019082 forward, 5′-TGTGGAAATGCAGAGAGCAC-3′;

TCONS_00019082 reverse, 5′-GGCACCTGGTGTTTTGTCTT-3′;

LINC01119 iso 1 + 2 forward, 5′-GATGGACCCAGGATGTGAG-3′;

LINC01119 iso 1 + 2 reverse, 5′-GAAAGGGAACACCTCATGGA-3′;

LINC01119 iso 3 forward, 5′-ATGAGATCAGCCACCCTGTC-3′;

LINC01119 iso 3 reverse, 5′-GAAAGGGAACACCTCATGGA-3′;

LINC01119 iso 4 forward, 5′-TCTGCTACTCCCGTGCTTG-3′;

LINC01119 iso 4 reverse, 5′-GAAAGGGAACACCTCATGGA-3′;

GAPDH forward, 5′-ACAACTTTGGTATCGTGGAAGG-3′;

GAPDH reverse, 5′-GCCATCACGCCACAGTTTC-3′;

U1 forward, 5′-CAGGGCGAGGCTTATCCA-3′;

U1 reverse, 5′-GCAGGGGTCAGCACATCC-3′;

SOCS5 forward, 5’-GTGCCACAGAAATCCCTCAAA-3’;

SOCS5 reverse, 5’-TCTCTTCGTGCAAGTCTTGTTC-3’. Target RNA sequence abundance was determined using the 2^−∆∆Ct^ method with 18S employed as a normalization control.

For clinical specimens, qRTPCR measurements were performed on total RNeasy (Qiagen, Hilden, Germany) -purified RNA derived from laser-captured cancer cells macrodissected from specimen slides corresponding to different breast cancer subtypes.

### Constructs

Human LINC01119 sequence (NR_024452; corresponding to ENST00000490950.5) was synthesized by Genscript (Piscataway, NJ) and sub-cloned into pLVX plasmid (provided by P. Pandolfi, Beth Israel Deaconess Medical Center, Boston, MA) using EcoRI and BamHI restriction sites (Forward primer: 5’-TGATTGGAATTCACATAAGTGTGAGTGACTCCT-3’; Reverse primer: 5’-CGCGGA TCCGATTTCACAAATCACATGG-3’). Human SOCS5 CDS sequence (NM_014011) was amplified from MDA-MB-231 cDNA and cloned into pLVX plasmid using EcoRI and BamHI restriction sites using Gibson assembly (NEB, Ipswich, MA) (Forward primer: 5’-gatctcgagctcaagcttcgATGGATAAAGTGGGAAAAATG-3’; Reverse primer: 5’-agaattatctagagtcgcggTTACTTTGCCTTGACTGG-3’). pFLAG-CMV-1, pFLAG-CMV-1-EZH2, and pFLAG-CMV-1-Vimentin plasmids were provided by W. Wei (Beth Israel Deaconess Medical Center, Boston, MA). Human SOCS5 mission shRNA plasmids TRCN0000001895 (#1), TRCN0000001898 (#2), TRCN0000218055 (#3), TRCN0000218597 (#4), and TRCN0000226420 (#5) were obtained from Millipore Sigma (St. Louis, MO).

### Transfections and virus production

For viral particle preparation, HEK293T cells were co-transfected with lentiviral plasmids (e.g., pLVX-LINC01119, pLKO-shSOCS5, or their controls) along with VSVG and psPAX2 using Fugene (Promega, Madison, WI). After 48 h, culture supernatants were collected, passed through 0.45 µm filters, and then added onto target cells in the presence of polybrene (Santa Cruz Biotechnology, Dallas, TX) for 12 h. Stable cell lines were then selected in Puromycin (2 µg/ml; Wisent Bioproducts, Saint-Jean-Baptiste, QC) for ~5 days. For GFP-labeling of MDA-MB-231 cells, pRRL3-GFP lentiviral particles were transduced into recipient cells at two 48-hr intervals, resulting in cells stably expressing GFP at >98% positivity under fluorescence microscopy. For LNC01119 antagonism, LINC01119 ASOs were synthesized by Integrated DNA Technologies (IDT, Coralwille, IA) with the following sequences:

DNA 193T*G*T*C*T*C*T*T*C*C*A*G*C*C*C*A*A*C*A*C;

DNA 791T*A*G*C*T*T*G*C*C*A*C*A*G*C*C*C*A*A*G*C;

DNA 415A*A*G*A*C*C*T*T*G*G*A*G*C*T*C*A*T*C*C*G;

DNA 260A*T*G*G*C*C*C*C*A*G*T*C*C*C*T*T*C*A*G*C;

DNA 893T*G*G*T*C*C*C*T*C*A*A*G*G*C*T*A*G*A*G*G. For control, we used the following sequence: NC5 PS G*C*G*A*C*T*A*T*A*C*G*C*G*C*A*A*T*A*T*G. The esiRNAs targeting RLUC (EHURLUC) or human SOCS5 (EHU109441) were purchased from Millipore Sigma (St. Louis, MO). These ASOs and esiRNA were transfected into target cells using Lipofectamine RNAiMAX Transfection Reagent or Lipofectamine 2000 (Thermo Scientific, Rockford, IL) according to the manufacturer’s protocol.

### Transcription and translation assays

DNA templates for in vitro transcription were generated by PCR of either full-length LINC01119 or of the potential coding sequence #1 of LINC01119 (232 bp) from the pLVX-LINC01119 plasmid template amplified using T7-promoter-inserting and Kozak-inserting primer sequences and reverse primers annealing to the poly-A tail. In vitro translation was conducted with Transcend non-radioactive translation detection system (L1170, Promega, Madison, WI). For *in-cell* translation of full-length or potential LINC01119 ORFs, sequences were expressed from pFLAG-CMV-1 plasmid transfected into HEK293T cells. qRTPCR was used to ensure expression efficiency after 48 h, followed by Western blots at 72 h to detect protein products. For *in-cell* translation analyses of LINC01119 potential coding sequence (PCS), FLAG sequence was inserted 3’ of LINC01119 PCSs using QuikChange kit (200555) according to manufacturer’s instruction (Agilent, Santa Clara, CA) using the following primers:

LINC01119-PCS#1 Forward: 5’-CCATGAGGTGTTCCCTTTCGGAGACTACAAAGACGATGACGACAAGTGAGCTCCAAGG-3’.

LINC01119-PCS#1 Reverse: 5’-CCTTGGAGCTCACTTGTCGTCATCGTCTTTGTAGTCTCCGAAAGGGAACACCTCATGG-3’;

LINC01119-PCS#4 Forward: 5’-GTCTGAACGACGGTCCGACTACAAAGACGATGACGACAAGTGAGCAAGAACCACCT-3’,

LINC01119-PCS#4 Reverse: 5’-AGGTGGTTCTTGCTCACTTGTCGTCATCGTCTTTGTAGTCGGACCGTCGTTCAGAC-3’. Constructs were then transfected into HEK293T cells. Lysates were recovered after 72 h and FLAG-tagged products detected by Western blotting using FLAG (#14793, Cell Signaling Technology, Danvers, MA) and β-actin (#4970, CST) antibodies.

### RNAscope

RNAscope-based in situ hybridization for LINC01119 was performed using ACD HybEZ™ II Oven with RNAscope 2.5 HD detection reagent-Brown according to manufacturer’s protocols (Advanced Cell Diagnostics, Hayward, CA) with 18 ZZ probe pairs synthesized against sequence 29-957 of NCBI accession number NR_024452.1 for human-LINC01119 (#537331, ACD). Probes for human peptidylprolyl isomerase B (PPIB) and for bacterial dapB were used as positive and negative controls, respectively.

### Proliferation, cell cycle, anchorage-independent growth, suspension, and colony-formation assays

For cell proliferation assays, cancer cells were seeded in quadruplicates in 12-well plates (25.0 × 10^3^ per well) and counted using the Trypan blue exclusion assay every day for 4 days. Alternatively, cell growth was monitored in cancer cells seeded into 96-well plates (5.0 × 10^3^ per well), and growth was estimated using WST-1 (Millipore Sigma, St. Louis, MO) or CellTiter 96 (G3580, Promega, Madison, WI) at the indicated days. For cell cycle analyses, 1 × 10^6^ cold-PBS-washed cells were suspended in 500 µl PI/Triton X-100 staining solution. Data acquisition was performed using flow cytometry and analyzed by ModFit LT (Macintosh). For anchorage-independent growth, cancer cells were mixed with equal volumes of 0.35% agar and seeded into pre-coated (0.625% agar) in 6-well dishes at a density of 5.0 × 10^3^ cells per well. Colonies were stained with 0.002% Crystal Violet after 3 weeks and colony counts estimated using ImageJ software (NIH Image). For suspension assays, a total of 5.0 × 10^3^ cancer cells were suspended in 1.7 ml Eppendorf tubes containing 1.5 ml DMEM medium with 0.1% FBS under constant tumbling rotation. Live cells were counted using the Trypan blue exclusion assay every 24 h for the duration of the experiment. For low-density adherent colony-formation cultures, cancer cells (500 cells) were plated in 6 cm dishes, fed and maintained for 2 weeks, then growths fixed with 100% methanol for 20 mins. Colonies were stained with Crystal Violet and counted using ImageJ software (NIH Image).

### Western blotting

Western blots were performed using standard techniques with 1:1000 dilutions of antibodies from Cell Signaling Technology (CST; Danvers, MA): FLAG (#14793), β-actin (#4970), GAPDH (#2118), JAK1 (#3344), p-JAK1 (Y1034/1035) (#74129), JAK2 (#3230), p-JAK2 (Y1008) (#8082), JAK3 (#8827), p-JAK3 (Y980/981) (#5031), TYK2 (#14193), p-TYK2 (Y1054/1055) (#68790), STAT1 (#14994), p-STAT1 (Tyr 701) (#7649), STAT2 (#72604), p-STAT2 (Tyr690) (#4441), STAT3 (#30835), p-STAT3 (Tyr705) (#9145), STAT4 (#2653), p-STAT4 (Tyr693) (#4134), STAT5 (#94205), p-STAT5 (Tyr694) (#4322), STAT6 (#5397), and p-STAT6 (Tyr641) (#9361). Antibodies from Sigma (St. Louis, MO) included SOCS5 (WH0009655M1) (Dilution 1:1000), and Vinculin (#V9131) (Dilution 1:1000). Blots were developed using chemiluminescence (BioRad, Hercules, CA). All blots derive from the same experiment and were processed in parallel.

### Immunohistochemistry (IHC)

IHC was performed using standard techniques. Nuclei with any detectable Ki67 antibody (EPR3610; ab92742; Abcam; 1:200 dilution) staining above background levels (negative control without primary antibody) were scored as positive cells. Positive staining was scored blindly in at least five random fields per slide at ×200 magnification.

### Tumorigenesis assay

Animal experiments were performed according to approved procedures of the BIDMC’s Institutional Animal Care and Use Committee. For LINC01119, female NCG mice (NOD-Prkdc^em26Cd52^IL2rg^em26Cd22^/NjuCrl Coisogenic Immunodeficient) (6 weeks old; Charles River, MA) were injected orthotopically with 2.5 × 10^5^ cells (SUM159-pLVX or SUM159-pLVX-LINC01119) in 1:1 DMEM: Matrigel suspension into mammary fat pads. For hSOCS5, female Nu/Nu mice (5 weeks old; Charles River, MA) were injected orthotopically with 2.5 × 10^5^ cells (SUM159-pLVX or SUM159-pLVX-SOCS5) in 1:1 DMEM: Matrigel suspension into mammary fat pads. NCG and Nu/Nu mice were sacrificed 42 and 46 days post-injection, respectively, and tumors were surgically excised and weighed.

### Clinical analyses

Association of LINC01119 with clinical breast cancer subtypes was derived from TANRIC database (ibl.mdanderson.org) on TCGA data (LINC01119 was queried by position chr2:47055003-47086145). LINC01119 expression levels in laser-captured tissues were estimated using qRTPCR on Qiagen-purified RNA extracted from cancer cells lifted off BLBC, HER2, luminal A, and luminal B tissue slides prepared at the Curie Institute and derived from human specimens collected in compliance with ethical regulations, informed patient consent, and approval of the Curie IRB. LINC01119 and SOCS5 expression levels in clinical breast cancer specimens were obtained from GENT2 database^71^. STAT6 expression levels in clinical breast cancer specimens were obtained from UALCAN (http://ualcan.path.uab.edu) that included subclass and TP53 mutation status. For data display, we chose the box-and-whisker plots, in which the median is represented by the centerline. The whiskers extend up to 1.5 times the Inter Quartile Range from the box to the smallest and largest points. Correlation analyses between LINC01119 (probe: 230799_at) and SOCS5 (probe: 209648_x_at) were performed using breast cancer data sets in CCLE (GSE36133), GSE28844, GSE16446, GSE102484, GSE12276, GSE76124, and GSE27830 all derived from the GEO database. Correlation analyses between SOCS5 (probe: 209648_x_at) and STAT6 (probe: 201331_s_at) were performed using R2 data (https://hgserver1.amc.nl/cgi-bin/r2/main.cgi). For patient survival curves, median-centered log ratios of both LINC01119 and SOCS5 (or STAT6) were partitioned into high-expression and low-expression specimen groups, and analyses were conducted using the log-rank test and the proportional hazard model to compare KM survival curves.

### Statistical analyses

A two-sided unpaired Student’s *t*-test was used to analyze the significance between means ± SD of at least three independent biological replicates. One-way ANOVA followed by Tukey posthoc test was performed when appropriate to analyze the differences between individual experiments in multiple comparisons. Bivariate Pearson correlation (SPSS: version 23) was used to test LINC01119 and SOCS5 associations. For all analyses, *, **, and *** indicated *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data generated and analyzed during this study are described in the following data record: 10.6084/m9.figshare.14377130^72^. The RNA sequencing data are openly available in the Gene Expression Omnibus via the following accession: GSE171121^73^. The data underlying the figures and supplementary figures of the related article are openly available via the figshare repository at 10.6084/m9.figshare.14327099.v1^74^. Requests for plasmids and other reagents should be addressed to the corresponding author.

## Code availability

No custom codes or scripts were used in the generation or analysis of presented datasets.

## References

[1] Bray F (2018). Global cancer statistics 2018: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J. Clin..

[2] Waks AG, Winer EP (2019). Breast cancer treatment: a review. JAMA.

[3] Perou CM (2000). Molecular portraits of human breast tumours. Nature.

[4] Sorlie T (2001). Gene expression patterns of breast carcinomas distinguish tumor subclasses with clinical implications. Proc. Natl Acad. Sci. USA.

[5] Curtis C (2012). The genomic and transcriptomic architecture of 2,000 breast tumours reveals novel subgroups. Nature.

[6] Cancer Genome Atlas, N. (2012). Comprehensive molecular portraits of human breast tumours. Nature.

[7] Howlader, N. et al (2014). US incidence of breast cancer subtypes defined by joint hormone receptor and HER2 status. J. Natl. Cancer Inst.

[8] Bardia A (2017). Efficacy and safety of anti-trop-2 antibody drug conjugate Sacituzumab Govitecan (IMMU-132) in heavily pretreated patients with metastatic triple-negative breast cancer. J. Clin. Oncol..

[9] Swain SM (2015). Pertuzumab, trastuzumab, and docetaxel in HER2-positive metastatic breast cancer. N. Engl. J. Med..

[10] Carey L, Winer E, Viale G, Cameron D, Gianni L (2010). Triple-negative breast cancer: disease entity or title of convenience?. Nat. Rev. Clin. Oncol..

[11] Zhang XH (2013). Selection of bone metastasis seeds by mesenchymal signals in the primary tumor stroma. Cell.

[12] Chaturvedi P, Gilkes DM, Takano N, Semenza GL (2014). Hypoxia-inducible factor-dependent signaling between triple-negative breast cancer cells and mesenchymal stem cells promotes macrophage recruitment. Proc. Natl Acad. Sci. USA.

[13] Karnoub AE (2007). Mesenchymal stem cells within tumour stroma promote breast cancer metastasis. Nature.

[14] Karnoub, A. E. Multifunctional roles of tumor-associated mesenchymal stem cells in cancer progression. In *Mesenchymal Stromal Cells as Tumor Stromal Modulators*. (eds. M. Bolontrade & M. Garcia) 335–360 (Academic Press, 2016).

[15] El-Haibi CP (2012). Critical role for lysyl oxidase in mesenchymal stem cell-driven breast cancer malignancy. Proc. Natl Acad. Sci. USA.

[16] Cuiffo BG (2014). MSC-regulated microRNAs converge on the transcription factor FOXP2 and promote breast cancer metastasis. Cell Stem Cell.

[17] Houthuijzen JM, Daenen LG, Roodhart JM, Voest EE (2012). The role of mesenchymal stem cells in anti-cancer drug resistance and tumour progression. Br. J. Cancer.

[18] Schmitt AM, Chang HY (2016). Long noncoding RNAs in cancer pathways. Cancer Cell.

[19] Anastasiadou, E., Faggioni, A., Trivedi, P. & Slack, F. J. The nefarious nexus of noncoding RNAs in cancer. *Int. J. Mol. Sci.***19**, 2072 (2018).10.3390/ijms19072072PMC607363030018188

[20] Brown, J. M., Wasson, M. D. & Marcato, P. The Missing Lnc: the potential of targeting triple-negative breast cancer and cancer stem cells by inhibiting long non-coding RNAs. *Cells***9**, 763 (2020).10.3390/cells9030763PMC714066232244924

[21] Tu, Z., Schmollerl, J., Cuiffo, B. G. & Karnoub, A. E. Microenvironmental regulation of long noncoding RNA LINC01133 promotes cancer stem cell-like phenotypic traits in triple-negative breast cancers. Stem Cells 37, 1281–1292 (2019).10.1002/stem.305531283068

[22] He W (2018). Long noncoding RNA BLACAT2 promotes bladder cancer-associated lymphangiogenesis and lymphatic metastasis. J. Clin. Invest..

[23] Lan X (2016). A novel long noncoding RNA Lnc-HC binds hnRNPA2B1 to regulate expressions of Cyp7a1 and Abca1 in hepatocytic cholesterol metabolism. Hepatology.

[24] Drews-Elger K (2014). Primary breast tumor-derived cellular models: characterization of tumorigenic, metastatic, and cancer-associated fibroblasts in dissociated tumor (DT) cultures. Breast Cancer Res. Treat..

[25] Matsumoto A (2017). mTORC1 and muscle regeneration are regulated by the LINC00961-encoded SPAR polypeptide. Nature.

[26] Huang JZ (2017). A peptide encoded by a putative lncRNA HOXB-AS3 suppresses colon cancer growth. Mol. Cell.

[27] Zeng C, Fukunaga T, Hamada M (2018). Identification and analysis of ribosome-associated lncRNAs using ribosome profiling data. BMC Genomics.

[28] Tripathi V (2010). The nuclear-retained noncoding RNA MALAT1 regulates alternative splicing by modulating SR splicing factor phosphorylation. Mol. Cell.

[29] Mello SS (2017). Neat1 is a p53-inducible lincRNA essential for transformation suppression. Genes Dev..

[30] Lin A (2016). The LINK-A lncRNA activates normoxic HIF1alpha signalling in triple-negative breast cancer. Nat. Cell Biol..

[31] Jiang Z (2017). LincIN, a novel NF90-binding long non-coding RNA, is overexpressed in advanced breast tumors and involved in metastasis. Breast Cancer Res..

[32] Cooney RN (2002). Suppressors of cytokine signaling (SOCS): inhibitors of the JAK/STAT pathway. Shock.

[33] Hu, H. et al. MicoRNA-301a promotes pancreatic cancer invasion and metastasis through the JAK/STAT3 signaling pathway by targeting SOCS5. *Carcinogenesis***41**, 502–514 (2019).10.1093/carcin/bgz12131233116

[34] Sharma ND (2019). Epigenetic silencing of SOCS5 potentiates JAK-STAT signaling and progression of T-cell acute lymphoblastic leukemia. Cancer Sci..

[35] Zhang J (2020). miR-101 inhibits feline herpesvirus 1 replication by targeting cellular suppressor of cytokine signaling 5 (SOCS5). Vet. Microbiol..

[36] Linossi EM (2013). Suppressor of Cytokine Signaling (SOCS) 5 utilises distinct domains for regulation of JAK1 and interaction with the adaptor protein Shc-1. PLoS ONE.

[37] Chandrashekaran IR (2015). Structure and functional characterization of the conserved jak interaction region in the intrinsically disordered N-terminus of SOCS5. Biochemistry.

[38] Linossi EM, Nicholson SE (2015). Kinase inhibition, competitive binding and proteasomal degradation: resolving the molecular function of the suppressor of cytokine signaling (SOCS) proteins. Immunol. Rev..

[39] Toniolo PA (2016). Deregulation of SOCS5 suppresses dendritic cell function in chronic lymphocytic leukemia. Oncotarget.

[40] Seki Y (2002). Expression of the suppressor of cytokine signaling-5 (SOCS5) negatively regulates IL-4-dependent STAT6 activation and Th2 differentiation. Proc. Natl Acad. Sci. USA.

[41] Burstein MD (2015). Comprehensive genomic analysis identifies novel subtypes and targets of triple-negative breast cancer. Clin. Cancer Res..

[42] Argos M (2008). Genomewide scan for loss of heterozygosity and chromosomal amplification in breast carcinoma using single-nucleotide polymorphism arrays. Cancer Genet. Cytogenet..

[43] O’Connell P (1998). Analysis of loss of heterozygosity in 399 premalignant breast lesions at 15 genetic loci. J. Natl Cancer Inst..

[44] Smith P (2006). A genome wide linkage search for breast cancer susceptibility genes. Genes Chromosomes Cancer.

[45] Samuelson E, Levan K, Adamovic T, Levan G, Horvath G (2008). Recurrent gene amplifications in human type I endometrial adenocarcinoma detected by fluorescence in situ hybridization. Cancer Genet Cytogenet..

[46] Purdue MP (2011). Genome-wide association study of renal cell carcinoma identifies two susceptibility loci on 2p21 and 11q13.3. Nat. Genet..

[47] Okhrimenko H, Lu W, Xiang C, Hamburger N, Kazimirsky G, Brodie C. Protein kinase C-epsilon regulates the apoptosis and survival of glioma cells. Cancer Res. 2005 Aug 15;65(16):7301-9. doi: 10.1158/0008-5472.CAN-05-1064. PMID: 16103081; PMCID: PMC1360842.10.1158/0008-5472.CAN-05-1064PMC136084216103081

[48] Chen H, Wu X, Pan ZK, Huang S (2010). Integrity of SOS1/EPS8/ABI1 tri-complex determines ovarian cancer metastasis. Cancer Res..

[49] Engreitz JM (2016). Local regulation of gene expression by lncRNA promoters, transcription and splicing. Nature.

[50] Seashols-Williams SJ (2016). miR-9 acts as an OncomiR in prostate cancer through multiple pathways that drive tumour progression and metastasis. PLoS ONE.

[51] Su M, Qin B, Liu F, Chen Y, Zhang R (2018). miR-885-5p upregulation promotes colorectal cancer cell proliferation and migration by targeting suppressor of cytokine signaling. Oncol. Lett..

[52] Sanchez-Mejias A (2019). A novel SOCS5/miR-18/miR-25 axis promotes tumorigenesis in liver cancer. Int. J. Cancer.

[53] Long J (2018). Maintenance of stemness by miR-589-5p in hepatocellular carcinoma cells promotes chemoresistance via STAT3 signaling. Cancer Lett..

[54] Yan D, Jin F, Lin Y (2020). lncRNA HAND2-AS1 inhibits liver cancer cell proliferation and migration by upregulating SOCS5 to inactivate the JAK-STAT pathway. Cancer Biother. Radiopharm..

[55] Bi, H. Q., Li, Z. H. & Zhang, H. Long noncoding RNA HAND2-AS1 reduced the viability of hepatocellular carcinoma via targeting microRNA-300/SOCS5 axis. *Hepatobiliary Pancreat Dis. Int.***19**, 567–574 (2020).10.1016/j.hbpd.2020.02.01132224127

[56] Ye F, Tian L, Zhou Q, Feng D (2019). LncRNA FER1L4 induces apoptosis and suppresses EMT and the activation of PI3K/AKT pathway in osteosarcoma cells via inhibiting miR-18a-5p to promote SOCS5. Gene.

[57] Wu X, Cai D, Zhang F, Li M, Wan Q (2019). Long noncoding RNA TUSC7 inhibits cell proliferation, migration and invasion by regulating SOCS4 (SOCS5) expression through targeting miR-616 in endometrial carcinoma. Life Sci..

[58] Tan J, Xiang L, Xu G (2019). LncRNA MEG3 suppresses migration and promotes apoptosis by sponging miR-548d-3p to modulate JAK-STAT pathway in oral squamous cell carcinoma. IUBMB Life.

[59] Liu, Z. et al. LINC00668 modulates SOCS5 expression through competitively sponging miR-518c-3p to facilitate glioma cell proliferation. *Neurochem. Res.* 45, 1614–1625 (2020).10.1007/s11064-020-02988-232279214

[60] Zhang Z (2019). BRM transcriptionally regulates miR-302a-3p to target SOCS5/STAT3 signaling axis to potentiate pancreatic cancer metastasis. Cancer Lett..

[61] Nicholson SE (2005). Suppressor of cytokine signaling (SOCS)-5 is a potential negative regulator of epidermal growth factor signaling. Proc. Natl Acad. Sci. USA.

[62] Kario E (2005). Suppressors of cytokine signaling 4 and 5 regulate epidermal growth factor receptor signaling. J. Biol. Chem..

[63] Avraham R, Yarden Y (2011). Feedback regulation of EGFR signalling: decision making by early and delayed loops. Nat. Rev. Mol. Cell Biol..

[64] Durham GA, Williams JJL, Nasim MT, Palmer TM (2019). Targeting SOCS proteins to control JAK-STAT signalling in disease. Trends Pharm. Sci..

[65] Hong X (2014). Opposing activities of the Ras and Hippo pathways converge on regulation of YAP protein turnover. EMBO J..

[66] Evans MK (2007). Expression of SOCS1 and SOCS3 genes is differentially regulated in breast cancer cells in response to proinflammatory cytokine and growth factor signals. Oncogene.

[67] Liu C, Li W, Zhang L, Song C, Yu H (2019). Tumor-suppressor microRNA-151-5p regulates the growth, migration and invasion of human breast cancer cells by inhibiting SCOS5. Am. J. Transl. Res..

[68] Zhang M (2019). SOCS5 inhibition induces autophagy to impair metastasis in hepatocellular carcinoma cells via the PI3K/Akt/mTOR pathway. Cell Death Dis..

[69] Papageorgis P (2015). Targeting IL13Ralpha2 activates STAT6-TP63 pathway to suppress breast cancer lung metastasis. Breast Cancer Res..

[70] DiScala M (2020). Loss of STAT6 leads to anchorage-independent growth and trastuzumab resistance in HER2+ breast cancer cells. PLoS ONE.

[71] Park SJ, Yoon BH, Kim SK, Kim SY (2019). GENT2: an updated gene expression database for normal and tumor tissues. BMC Med. Genomics.

[72] Tu, Z. et al. Metadata record for the manuscript: the LINC01119-SOCS5 axis as a critical theranostic in triple-negative breast cancer. *figshare*10.6084/m9.figshare.14377130 (2021).10.1038/s41523-021-00259-zPMC816683434059683

[73] Tu, Z. & Karnoub, A. E. MSC-induced lncRNA expression changes in breast cancer cells. *Gene Expression Omnibus*https://identifiers.org/geo:GSE171121 (2021).

[74] Tu, Z. & Karnoub, A. E. The LINC01119-SOCS5 axis as a critical theranostic in triple-negative breast cancer. *figshare*10.6084/m9.figshare.14327099.v1 (2021).10.1038/s41523-021-00259-zPMC816683434059683

# Supplementary material for: The LINC01119-SOCS5 axis as a critical theranostic in triple-negative breast cancer
**Source:** NPJ Breast Cancer. 2021 May 31;7:69. doi: 10.1038/s41523-021-00259-z

a

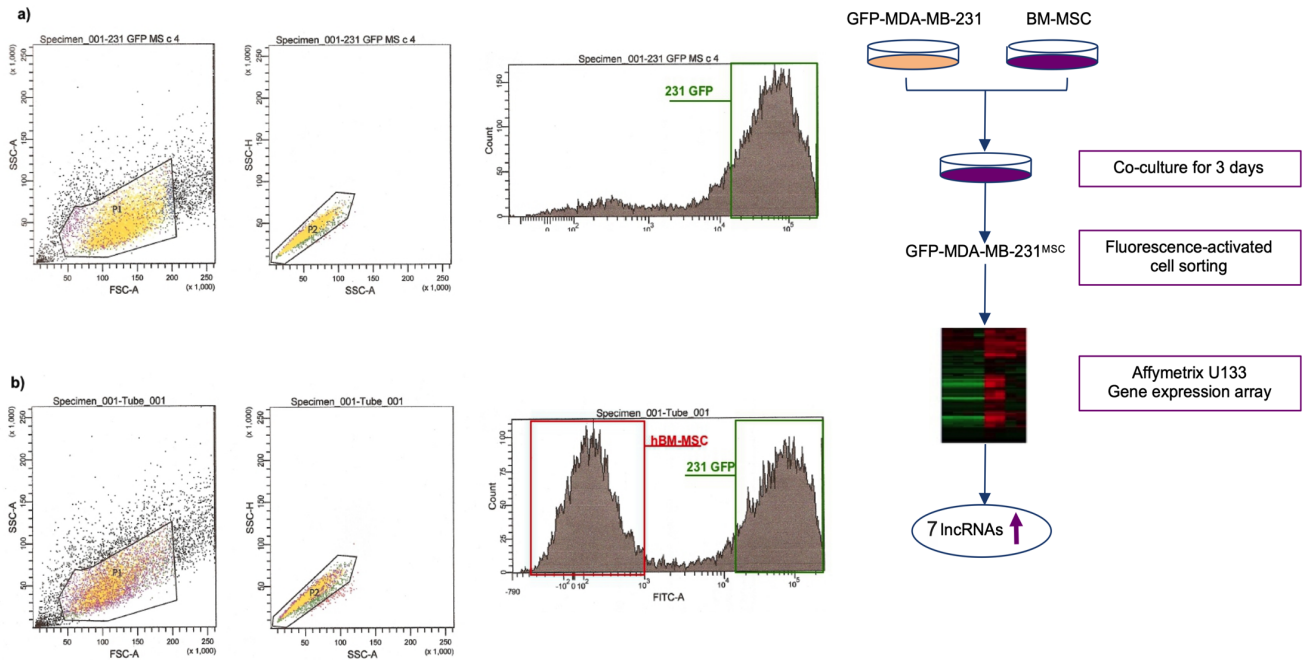

b

Transcript ID	Fold Change	q-value(%)
TCONS_00005559	4.000	0.000
TCONS_00004205	2.166	0.000
TCONS_00002647<br>(LINC01119)	1.903	2.317
TCONS_00013598	1.763	3.014
TCONS_00017736	1.631	2.317
TCONS_I2_00000659<br>(LINC01133)	1.625	8.664
TCONS_00019082	1.543	0.000

Supplementary Figure 1. *LncRNA induction in MSC-activated cancer cells.* (a) Sorting of GFP-labeled MDA-MB-231 cells cultured alone (top row) or together (bottom row) with human BM-MSCs for 72 hrs. Gating shown distinguished GFP-positive cells from debris and cell aggregates. Only the strongest GFP-expressing cells were selected to avoid contamination from GFP-negative MSCs. (b) List of lncRNAs induced in MSC-stimulated MDA-MB-231 cells versus control MDA-MB-231 cells cultured alone ranked by fold change. The q-value threshold (false-discovery rate (FDR) adjusted p-value) was set less than 10%; only significant hits were considered in the analyses.

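LINC01119 stands in this list as TCONS_00002647, and in the authors' deposited table of lncRNA transcripts it has the same fold change, 1.90. That table holds the columns that SAM (significance analysis of microarrays) writes: a score, which is the log2 difference between the groups divided by its standard error plus a constant, a fold change, and a q-value, the share of false calls expected among transcripts with a score at least as high. It gives no value per sample and no probe set. The authors' fold change of LINC01119 is the antilog of their log2 difference, 0.928. For the LINC01119 probe set, the antilog of the log2 difference of the deposited signals, MSC-stimulated minus control, with the pseudocount added, was 2.67. The ratio of arithmetic means of these signals was 2.53. The authors' table does not state its normalization, arrays or probe set, so its fold change and these values are not known to share a scale. In the authors' table 11 transcripts have a fold change over 1.5, and 10 of them have a q-value under 10%. Of these 10, 6 are in this list and 4 are not, and the paper also asked for probe specificity, which the table does not hold. The authors' q-value there is 5.71% for LINC01119 and 10.3% for TCONS_00000659, the row whose fold change is that of LINC01133 here.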

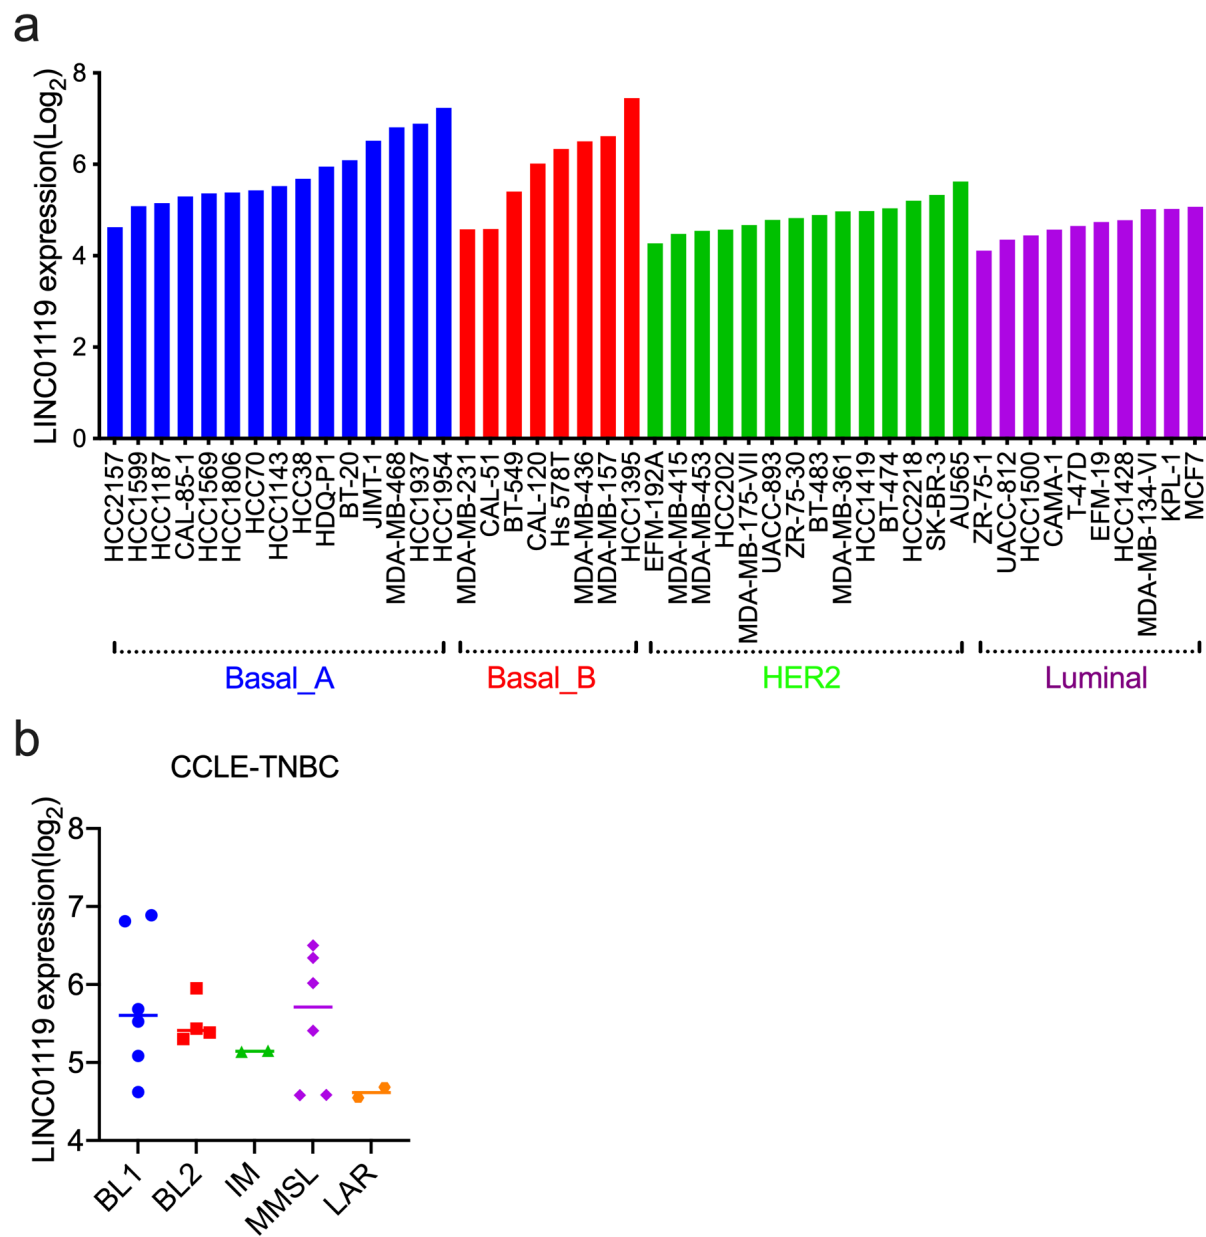

Supplementary Figure 2. *LINC01119* levels across breast cancer cell lines in CCLE. (**a-b**) *LINC01119* levels (probe: 230799_at) in 47 breast cancer cell lines (a) and in 20 classified TNBC cells lines from the Cancer Cell Line Encyclopedia (b).

[illegible]

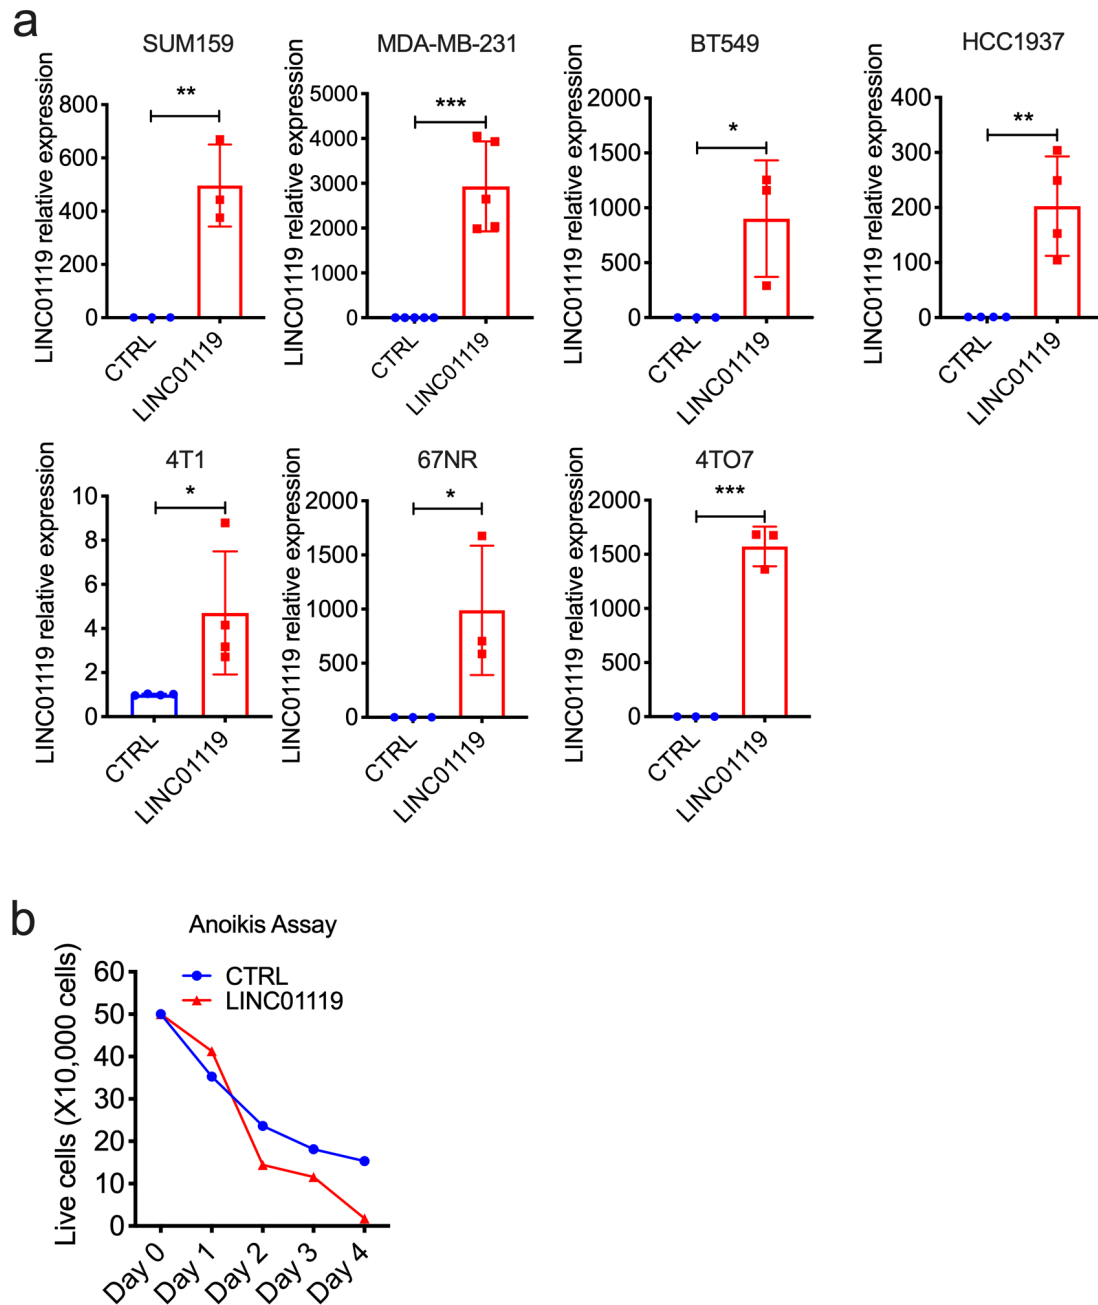

Supplementary Figure 5. *LINC01119* over-expression efficiency and its effects on anoikis. **(a)** Over-expression efficiency of *LINC01119* in SUM159, MDA-MB-231, BT549, HCC1937, 4T1, 67NR and 4T07 cells (mean $\pm$ SD of $n\geq 3$). **(b)** Suspension assay on indicated MDA-MB-231 cell groups with Trypan-blue-positive cells counted at indicated days (mean of $n=3$ of triplicates).

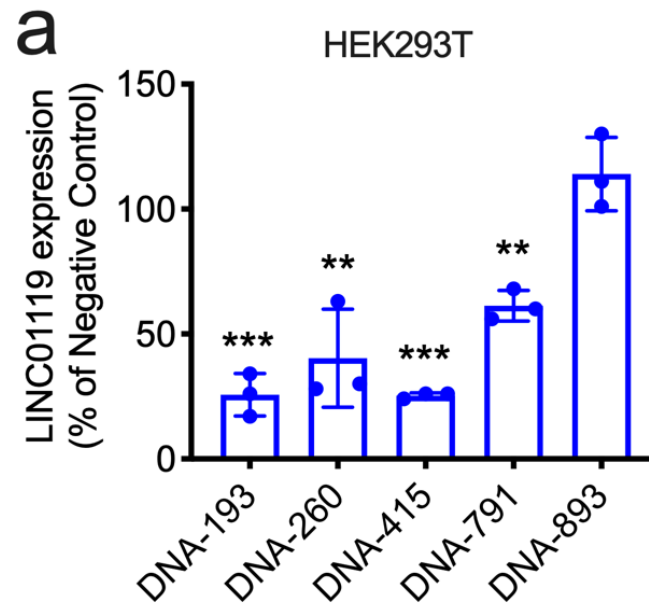

Supplementary Figure 6. *Potency of anti-sense-oligonucleotide-mediated LINC01119 knockdown.* (a) qRT-PCR (mean $\pm$ SD of n=3) of the knockdown efficiency of LINC01119 ASOs in HEK293T cells.

a

Cancer	Position/Annotation	Gene Symbol	Correlation	P-value
TCGA-BRCA	2:47055003-47086145	LOC100134259	0.932243	0
TCGA-BRCA	2:47055003-47086145	SOCS5	0.5700105	0
TCGA-BRCA	2:47055003-47086145	ANXA1	0.5658201	0
TCGA-BRCA	2:47055003-47086145	PLAGL1	0.5510195	0
TCGA-BRCA	2:47055003-47086145	BOC	0.5407121	0
TCGA-BRCA	2:47055003-47086145	RBMS1	0.5330831	0

b

genes	R value	P value
SOCS5	0.456	0.0288
ANXA1	0.1062	0.6296
PLAGL1	0.0031	0.9888
BOC	-0.3626	0.0891
RBMS1	-0.1801	0.4109

c

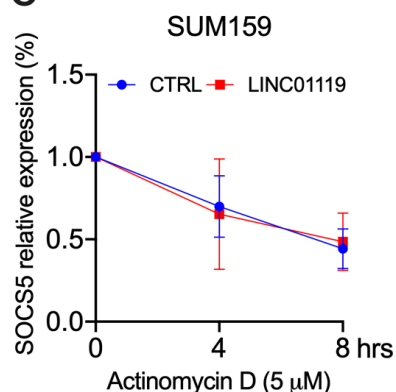

d

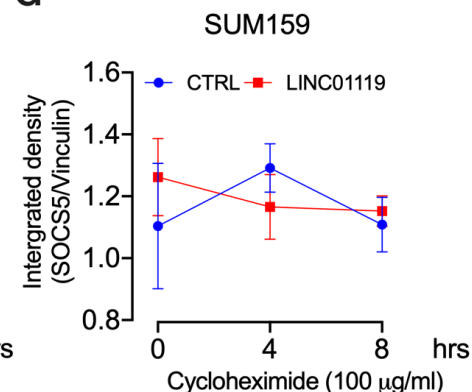

Supplementary Figure 7. *Top LINC01119-correlated genes and the mRNA and protein stability of SOCS5.* (a) Top LINC01119-correlated genes from TANRIC. (b) Top five commonly correlated genes from TANRIC and TNBC CCLE data. (c) qRT-PCR (mean $\pm$ SD of n=3) of SOCS5 relative expression in control SUM159 cells or counterparts stably over-expressing LINC01119 at indicated time points after treatment with actinomycin D at 0 hrs. 18S was used as a control. (d) Relative SOCS5 protein expression (mean $\pm$ SD of n=3) in control SUM159 cells or counterparts stably over-expressing LINC01119 at indicated time points after treatment with cycloheximide at 0 hrs. Levels were estimated by ImageJ on Western blots using vinculin as a control.

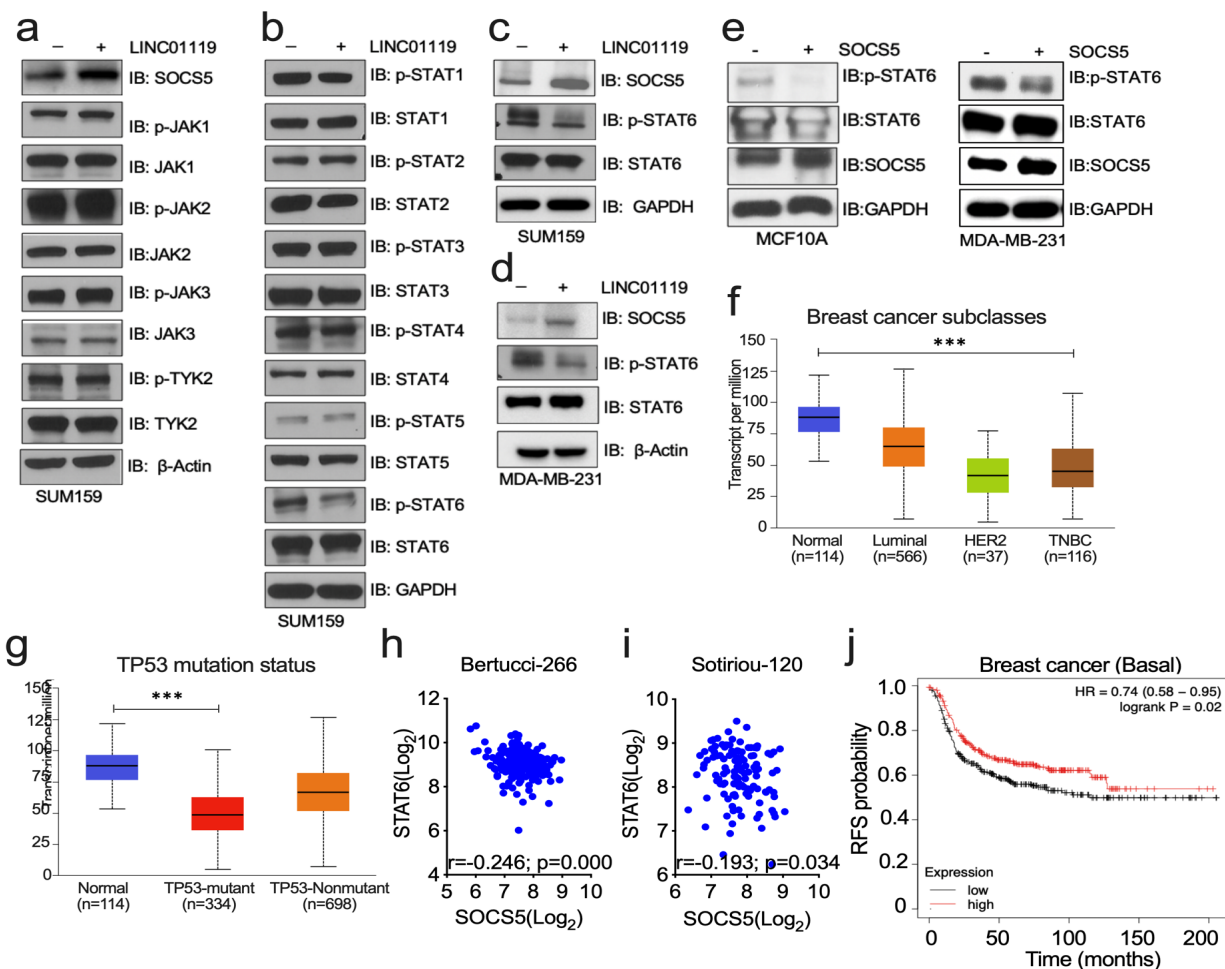

Supplementary Figure 8. *LINC01119-SOCS5 axis inhibits STAT6*. (**a-b**) Representative Western blots (n>3) of JAK family members (a) and STAT family members (b) in SUM159 cells stably expressing LINC01119 after serum-starvation for 16 hrs. (**c-d**) Representative Western blots of phospho-STAT6 in SUM159 cells (n=3) (c) and MDA-MB-231 cells (n=3) (d) stably expressing LINC01119 grown in the presence of serum. (**e**) Representative Western blots of phospho-STAT6 in serum-starved MCF10A cells (n=3) and MDA-MB-231 cells (n=3) 24 hrs after transient transfection with control or SOCS5-expressing vectors. (**f-g**) *STAT6* expression in breast cancer subtypes (f) and in TP53 mutant samples (g) based on UALCAN data. (**h-i**) Correlation of LINC01119 and SOCS5 gene expression levels in Bertucci-266 (h) and Sotiriou-120 (i). Data derived from R2. (**j**) Kaplan-Meier analysis (kmplot.com) of relapse-free survival (RFS) based on the mean value of SOCS5 and *STAT6* in basal breast cancer with cutoff as mean value of probe 209648_x_at for SOCS5 and probe 201331_s_at for *STAT6*.

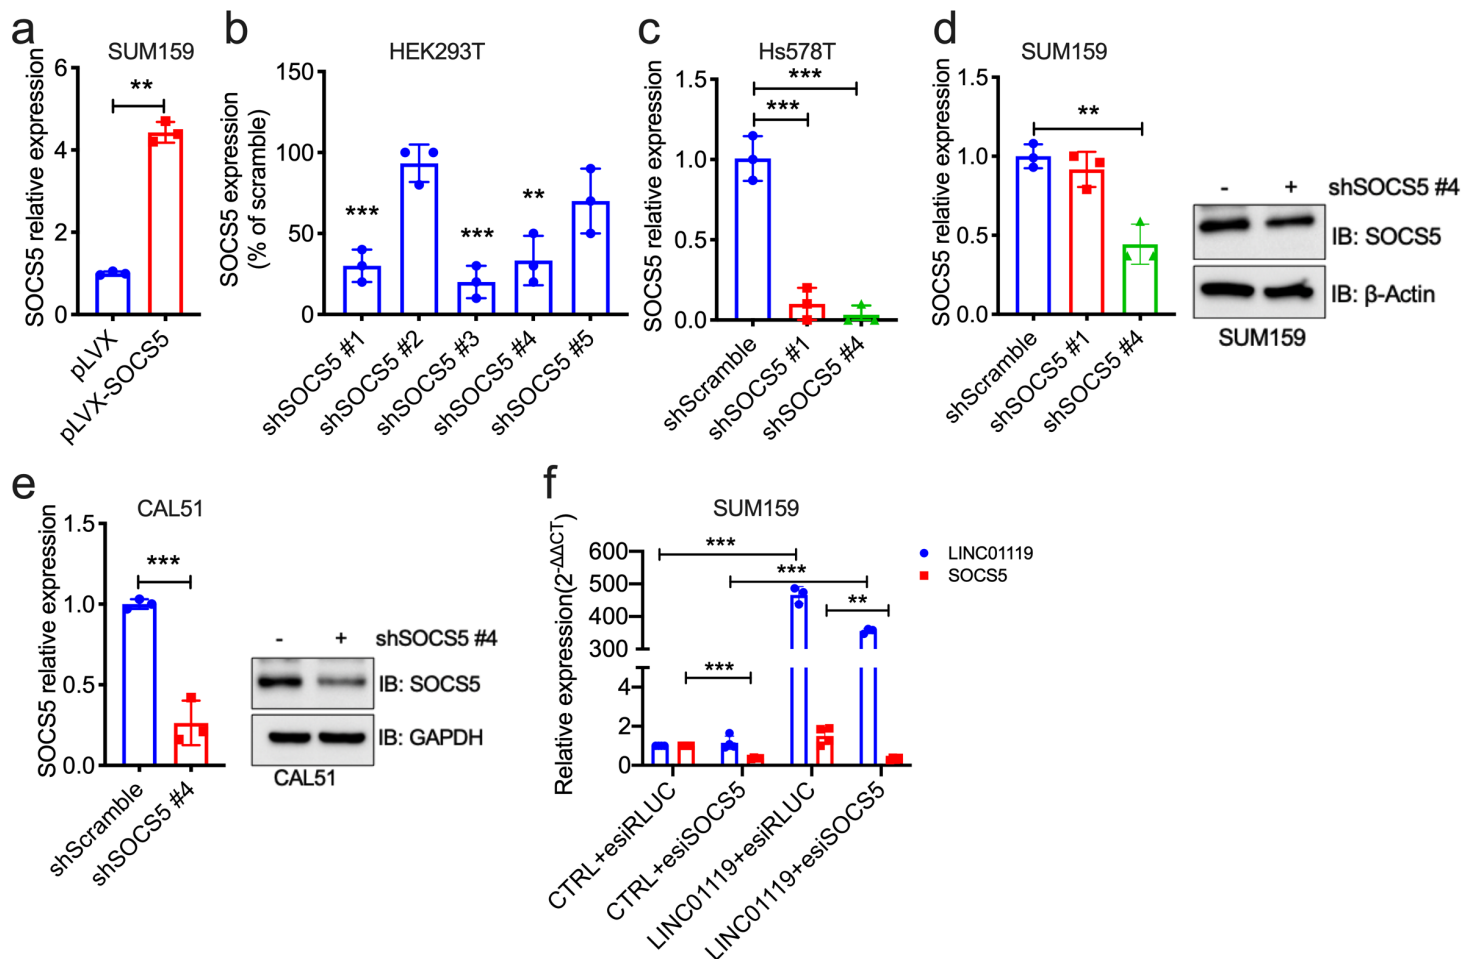

Supplementary Figure 9. *LINC01119* ASOs and *SOCS5* shRNA screens. (a) qRT-PCR measurements (mean±SD of n=3) of the over-expression efficiency of human *SOCS5* in SUM159 cells. (b-c) qRT-PCR measurements (mean±SD of n=3) of the knockdown efficiency of *SOCS5*-shRNA in HEK293T cells (b) and Hs578T cells (c). (d-e) qRT-PCR measurements (mean±SD of n=3) (left) and Western Blot (right) of the knockdown efficiency of *SOCS5* in SUM159 cells (d) and CAL51 cells (e). (f) qRT-PCR measurements (mean±SD of n=3) of the knockdown efficiency of esiRNA-*SOCS5* compared to esiRLUC controls in control and *LINC01119* over-expressing SUM159 cells.

a

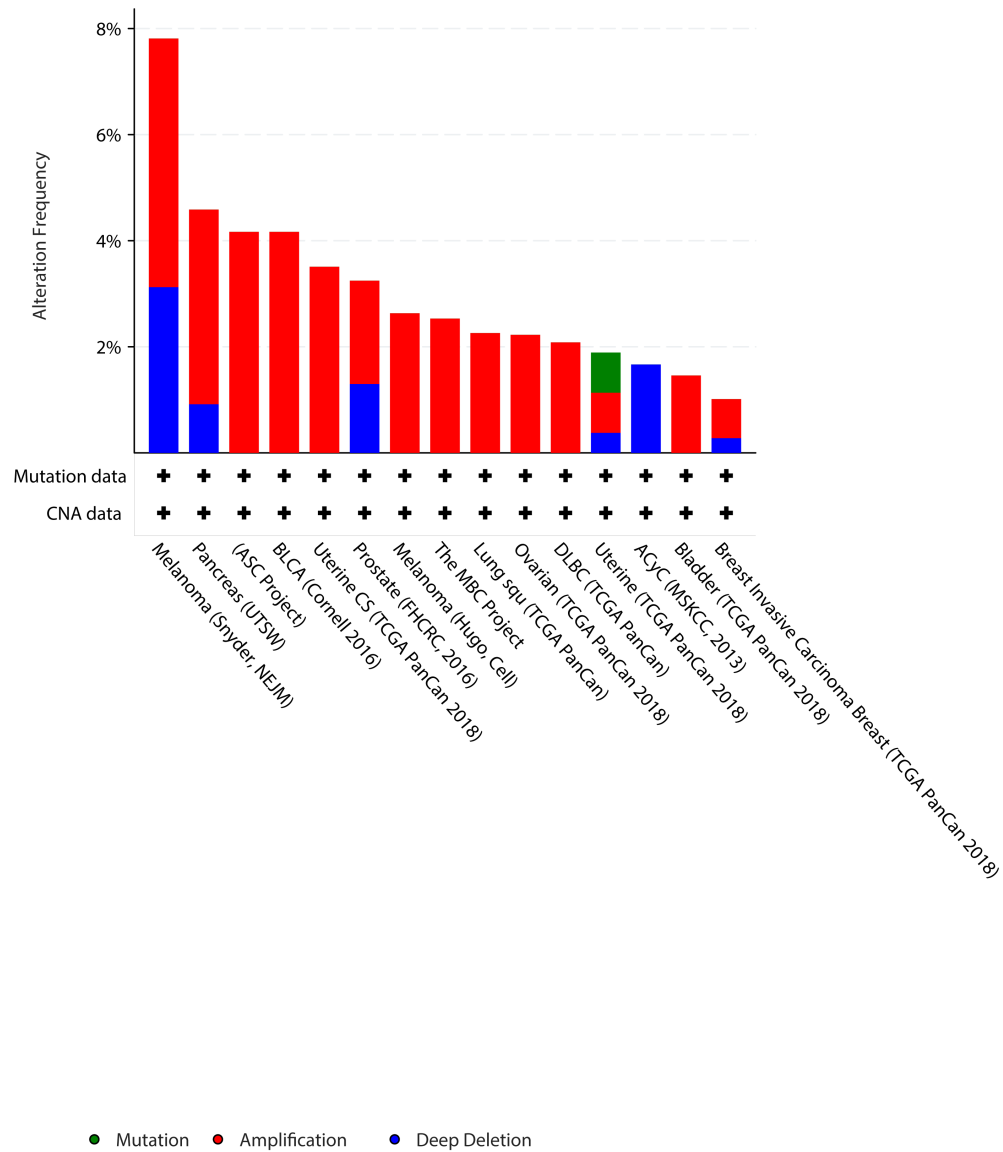

Supplementary Figure 10. *LINC01119* deregulations in cancer. (a) Alteration frequency of *LINC01119* in curated sets of non-redundant studies from TCGA (Alteration frequency >1%).

Unprocessed Blots Figure 4

Fig 4B

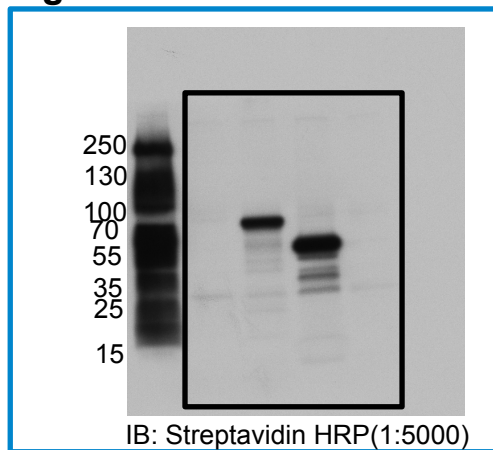

Fig 4C

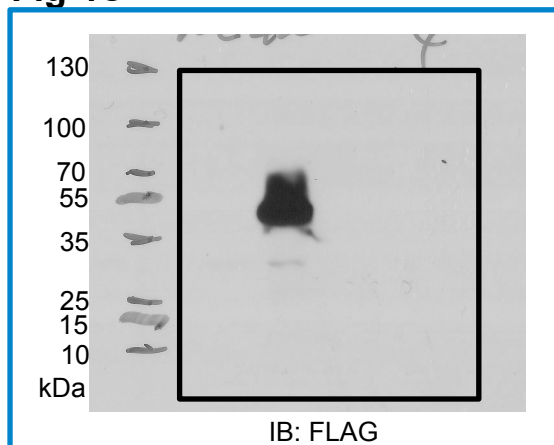

Fig 4D

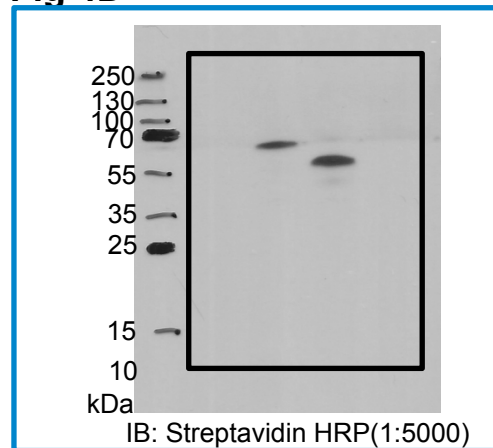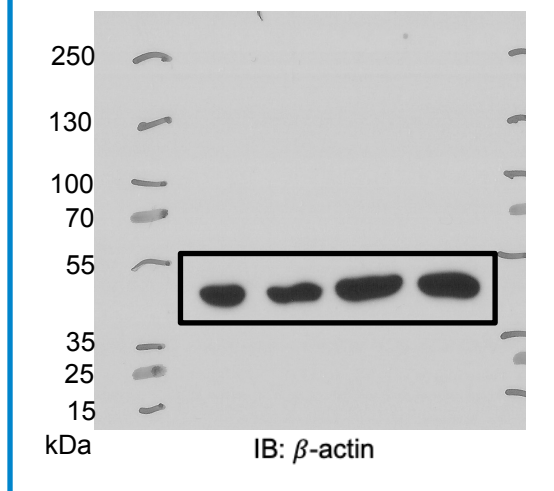

Unprocessed Blots Figure S8

Fig S8A

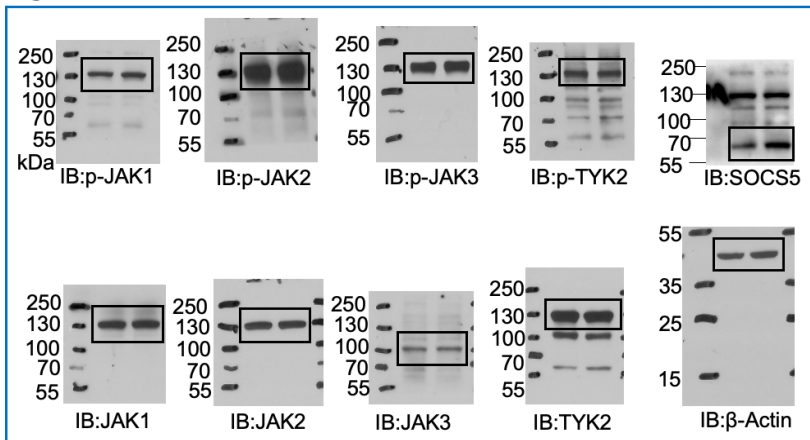

Fig S8B

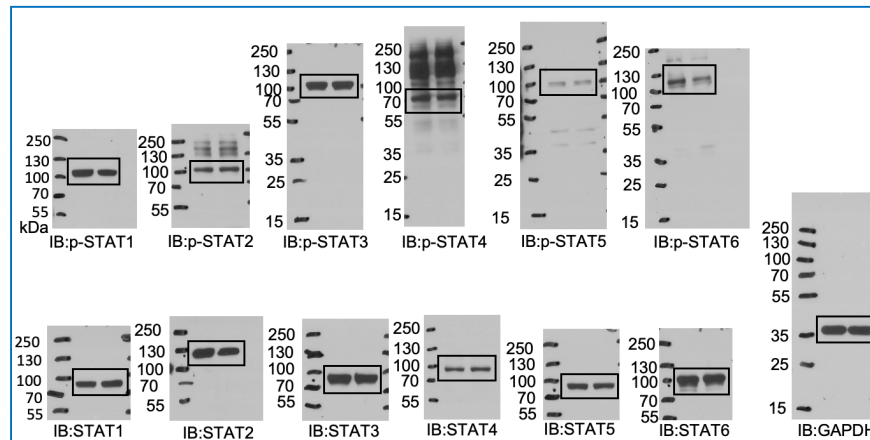

Fig S8C

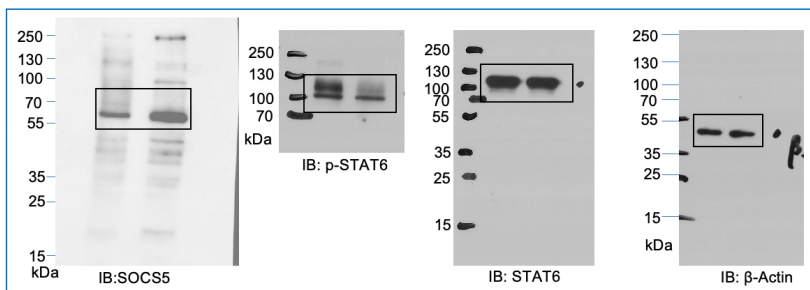

Fig S8D

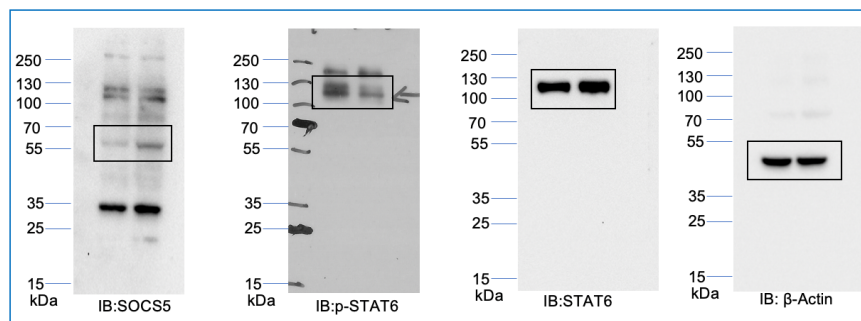

Fig S8E

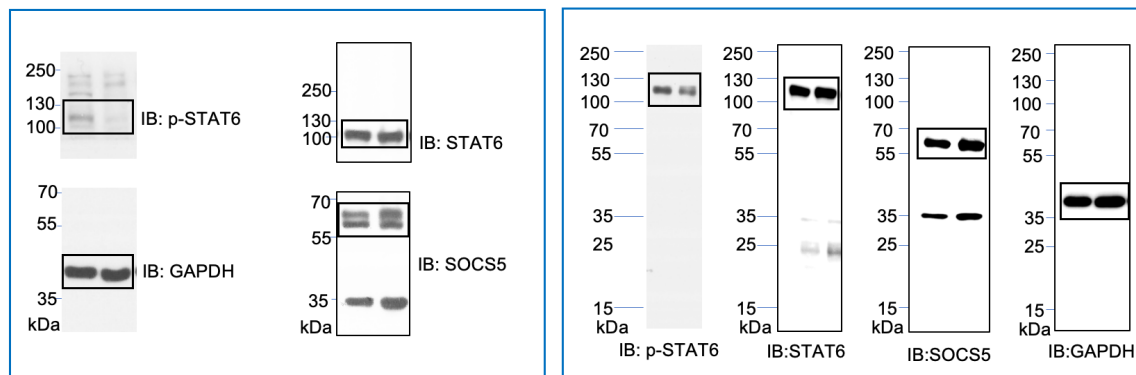

Unprocessed Blots Figure S9

Fig S9D

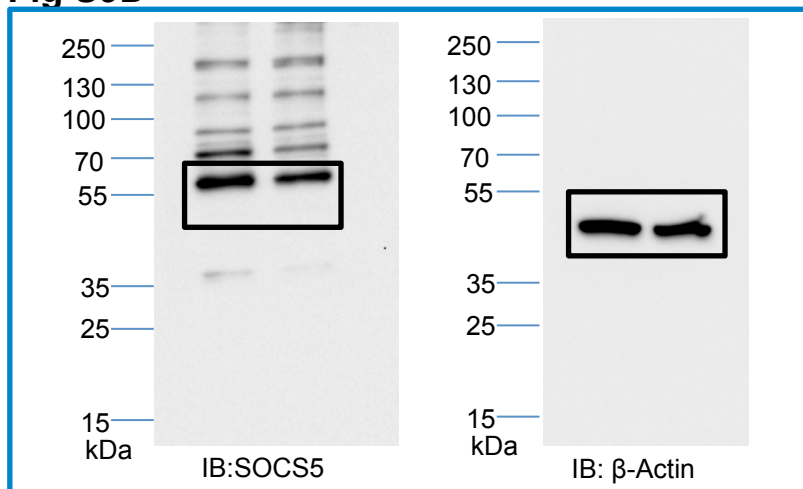

Fig S9E

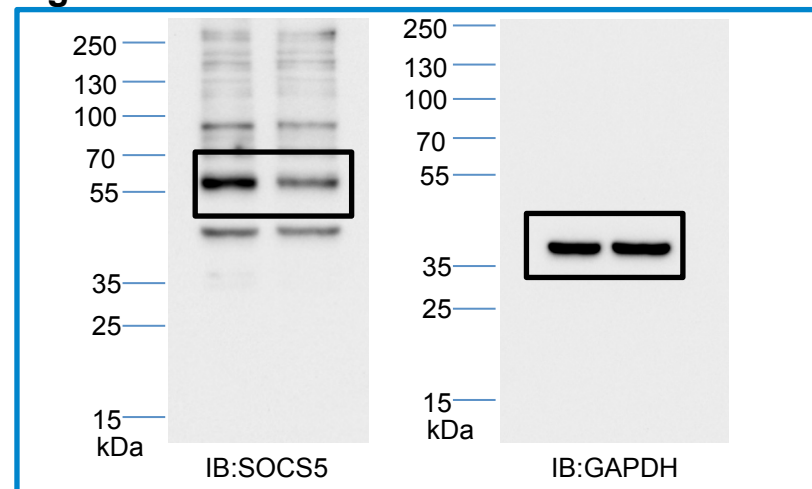

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: The LINC01119-SOCS5 axis as a critical theranostic in triple-negative breast cancer
**Source:** NPJ Breast Cancer. 2021 May 31;7:69. doi: 10.1038/s41523-021-00259-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	CFX384 Real-Time System from Bio-Rad was used to collect QRT-PCR data. ChemoDoc Touch Imaging System from Bio-Rad was used to collect immunoblotting data. Nikon ECLIPSE Ti-U system used to obtain pictures for RNAScope.
Data analysis	Graphpad Prism (version 8) and SPSS software (version 23) were used to do the graph figures and statistics. ImageJ 1.53 software was used to quantify colonies and Western blotting protein band intensity.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

LINC01119 expression was derived from TANRIC database (ibl.mdanderson.org) on TCGA data (LINC01119 was queried by position chr2:47055003-47086145). LINC01119 and SOCS5 expression levels in clinical breast cancer specimens were obtained from GENT2 (<http://gent2.appex.kr/gent2/>). LINC01119 (probe: 230799_at), SOCS5 (probe: 209648_x_at) and STAT6 (probe: 201331_s_at) from CCLE (GSE36133), GSE28844, GSE16446, GSE102484, GSE12276, GSE76124 and GSE27830 derived from the GEO database (<https://www.ncbi.nlm.nih.gov/geo/>). Patient survival curves were conducted using the log-rank test and the proportional hazard model to compare KM survival curves (<https://kmplot.com/>). All data supporting the findings of this study are available from the corresponding author on reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was determined based on published papers and previous experience. For in vivo study, the samples are more than 5 per group. For in vitro studies, the samples are equal to or exceed 3 biological replicates.
Data exclusions	No data were excluded from our analyses.
Replication	Our experimental finds were confirmed with at least three independent replicates.
Randomization	All mice were randomly allocated into experimental groups. Standardized cell culture conditions were used to minimize variation.
Blinding	IHC analysis was performed in a double blinded manner by trained MD/PhDs. For others clinical assays, investigators were blinded to group allocation.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The following antibodies were used for immunoblotting at 1:1000: FLAG (#14793), β -actin (#4970), GAPDH (#2118), JAK1 (#3344), p-JAK1(Y1034/1035) (#74129), JAK2 (#3230), p-JAK2 (Y1008) (#8082), JAK3 (#8827), p-JAK3 (Y980/981) (#5031), TYK2 (#14193), p-TYK2 (Y1054/1055) (#68790), STAT1 (#14994), p-STAT1 (Tyr 701) (#7649), STAT2(#72604), p-STAT2 (Tyr690) (#4441), STAT3 (#30835), p-STAT3 (Tyr705) (#9145), p-STAT3 (Ser727) (#9134), STAT4 (#2653), p-STAT4 (Tyr693) (#4134), STAT5 (#94205), p-STAT5 (Tyr694) (#4322), STAT6 (#5397), p-STAT6 (Tyr641) (#9361) from Cell Signaling Technology, and SOCS5 (WH0009655M1) and Vinculin (#V9131) from Sigma-Aldrich. Ki67 antibody (EPR3610; ab92742) was purchased from Abcam.
Validation	All the antibodies were purchased from Cell signaling Technology, Sigma-Aldrich, or Abcam, and these antibodies have been validated and detailed information could be found on the respective websites from manufacturers.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	MDA-MB-231, MDA-MB-468, HCC1937, BT20, HCC1143, BT549 and Hs578T cells were procured from American Type Culture Collection (ATCC). HCC70, T47D, ZR75, SUM149, CAL-51, and SUM159 were obtained from A. Toker (Beth Israel Deaconess Medical Center, Boston, MA), 4T1, 67NR, 4TO7, MCF7, and HEK293T cells from R. Weinberg (Whitehead Institute, Cambridge, MA), and MCF-10A from J. Brugge (Harvard Medical School, Boston, MA). Human primary breast cancer cells DT22 were a gift from D. El-Ashry (Sylvester Comprehensive Cancer Center, University of Miami Miller School of Medicine, Miami, FL). Bone marrow-derived human mesenchymal stem cells (BM-MSCs) were purchased from the Institute for Regenerative Medicine at Scott and White, Texas A&M Health Science Center (Temple, TX).

Authentication	All cell lines used in this study were authenticated by short tandem repeat DNA finger printing.
Mycoplasma contamination	Cell lines used in this study were routinely tested to be negative for mycoplasma
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Female 6-week old NCG mice were purchased from Charles River.
Wild animals	No wild animals were used in this study.
Field-collected samples	No field collected samples were used in this study.
Ethics oversight	All animal procedures were conducted under the approval of the IACUC at BIDMC.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

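Gene expression was measured in MDA-MB-231 cells sorted after co-culture with bone marrow MSCs (4 arrays) and in sorted MDA-MB-231 cells cultured alone (4 arrays), grouped by the sample labels. The authors deposited a linear signal intensity per probe set, for which the submitters name MAS5 and affy 1.68.0. The intensity is scaled in every array to a 2% trimmed mean of 500. The authors also deposited a table of lncRNA transcripts with a SAM score, its numerator as a log2 fold change, the fold change as a ratio, and a q-value in percent. The deposited table does not state the normalization, the arrays entered or the probe set behind a transcript, so its score, log2, ratio and percent values were used only as the authors' own.

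From the deposited intensity values, log2(value + 16) was computed and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided, Benjamini-Hochberg adjustment over 54613 probe sets). Calls use an adjusted p under 0.05, and for lncRNAs a fold over 1.5 and an adjusted p under 0.10, the paper's thresholds. Adjusted p-values come from limma or from its camera and fry tests, except under the alternatives that use another test, where they are that test's own (Benjamini-Hochberg for the ordinary two-sample test, permutation q-values for the SAM-type tests). Single probe sets also have a two-sided exact permutation test over the 70 regroupings of the 8 arrays, whose smallest p is 0.0286. It takes the arrays as unpaired. With the arrays taken as paired, fewer regroupings would apply and the smallest p would be higher. Probe sets were given current gene symbols by gene ID from a RefSeq gene table: 41091 probe sets have 1 symbol (41037 matched by gene ID), 1801 several and 11721 none. The lncRNA set is the 3560 probe sets of 2657 genes that RefSeq calls lncRNA, because the authors' lncRNA table pairs no transcript with a probe set.

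The replicate numbers, 1 to 4 in both groups, were taken to pair the arrays, from the values alone: neither the paper nor the labels say that a number marks a shared day. Deviations from the group means of arrays with the same number correlated at 0.237, 0.107, 0.227 and 0.286 over probe sets at or above the median signal, a check made before any fit with a block. Over all probe sets, looked at together with the calls of that fit, they correlated at 0.084, 0.077, 0.085 and 0.113. The fit without the block stays the main one, as set before the data were examined. Among results compared under the alternatives, the blocked value stands beside each whose call it changes.

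Gene lists, thresholds, the rule for naming genes and all alternatives but 1 were written before the data were examined. The 27 gene lists cover markers of MSCs and of other marrow cells, matrix, interferon, cytokine, growth factor, stress, metabolic and cell cycle genes, and the JAK, STAT and SOCS families. Each gene of a list is represented by the probe set with the highest mean. Lists were tested with camera (inter-gene correlation 0.01), with camera and an estimated correlation, and with fry. Of the 27 lists camera called 16, and 0 of these calls hold with an estimated correlation. The text names genes that the paper names and a probe set measures, though not all of them: MKI67 (Ki67), for example, is left out. It also names the 12 genes with the largest rise and the 12 with the largest fall. These come from probe sets past the threshold with no overlap between the groups. Of each list it names up to 4 members past the threshold or else the 2 with the highest mean. Up to 10 lncRNAs per direction are named too. The fold changes and q-values of Supplementary Fig. 1b had been seen in the paper before this rule was written. Genes chosen after their values were seen are marked where they appear.

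The alternatives were quantile normalization, median centring, a pseudocount of 1 or 64, keeping only probe sets at or above the median signal, the replicate number as a block, limma without the trend, an ordinary two-sample test as in the paper's statistics, a SAM-type permutation test on unlogged and on log2 values, the ratio of arithmetic means, adjustment over lncRNA probe sets alone, a lncRNA threshold of 0.05, all probe sets of a gene averaged, and leaving out each array in turn. Leaving out MSC-stimulated replicates 1 and 3 together was added after the data were examined. On simulated data with 200 changed probe sets, drawn for this comparison of 54613 probe sets, limma recovered 45% of log2 changes of 1 and 90% of log2 changes of 2, with 4 false calls. The changed probe sets were taken from those at or above the median signal, with independent normal noise. These rates therefore do not cover dimmer probe sets. Microarrays have no read depth. Precision is set by the 4 arrays per group, and fold changes of probe sets near a signal of 16 are compressed by the pseudocount.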

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

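The tests of the matrix genes, of the other MSC markers, of the interferon-stimulated genes and of LINC01119 against carried-over MSC RNA, the test of 1 low control array, and the choice of camera with fry as the mark of a signal outside the paper were chosen after the results were seen. That last choice replaced camera with an estimated correlation, under which no list would stand here.

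Of 28 matrix genes of MSCs, 12 rose in MSC-stimulated cells and 16 did not pass, although the sort was gated to leave out GFP-negative MSCs (median log2 fold change 1.77 over the list, in genes the paper does not analyse; the camera call is lost with an estimated correlation, adjusted p = 0.102). The log2 excess of the 12 raised genes over the control mean followed the mean of the other raised genes across the 4 MSC-stimulated arrays with a median slope of 1.03, but genes of any set that moves together centre near 1 on the mean of the rest, so this slope decides nothing. For the 3 raised genes among surface, contractile and lineage markers the median slope was -0.063, and 3 genes are too few to decide. Carried-over MSC RNA and induction of matrix genes in the cancer cells cannot be told apart here, because no array of MSCs alone gives the levels that carried-over RNA would bring.

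Of 23 interferon-stimulated genes, 21 rose as well (median log2 fold change 2.91, in genes the paper does not analyse; the camera call is lost with an estimated correlation, adjusted p = 0.102), and their mean log2 value in MSC-stimulated replicate 2 was 10.31, against 11.53 to 11.79 in the other 3. If they came from the same carried-over RNA as the matrix genes, their excess would follow that of the matrix genes. Across the 21 raised genes the median slope was 0.35, with quartiles of 0.26 and 0.45. These genes moved together (estimated correlation 0.756). In MSC-stimulated replicates 1 and 3 both the matrix and the interferon list had higher mean log2 values than in replicate 2. In replicate 4 the matrix list stood at 8.64, near its 8.42 in replicate 2, while the interferon list stood at 11.79. The low slope thus rests on replicate 4 alone and does not decide whether carried-over RNA was the source of the interferon signal. A response of the cancer cells, and other differences between the cultures, were not tested and stay open.

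LINC01119 had 1 array far from the others, MSC-stimulated replicate 1 with a signal of 2653 against 1510 to 1559. Without control replicate 2, the lowest control array, its log2 fold change was 1.04, still above a fold of 1.5, so that array alone does not make the difference. The slope of LINC01119 on the matrix genes was 0.33, but 1 probe set over 4 arrays decides nothing, and carried-over MSC RNA cannot be told apart from induction in the cancer cells for LINC01119.

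The real counts of changed probe sets, raised lncRNA probe sets and lists called by camera with its preset correlation of 0.01 were 349, 10 and 16. Of the 35 ways to split the 8 arrays, 1, the real one, gave counts as large, and the highest counts of the others were 6, 0 and 11. With the arrays taken as paired, the fitting comparison is with the 8 splits that part all 4 replicate pairs, which are too few for a share under 0.05, and the highest counts of the 7 others among these were 0, 0 and 10. Of the 16 list calls, 0 hold with an estimated correlation.

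Single arrays stood far from their group in 14 of 288 groups of 4 tested, where chance gives about 1 in 20. Besides those above, these were signals of BRCA1 (1011 in control replicate 1, others 838 to 845), SHC1 (8520 in MSC-stimulated replicate 2, others 6414 to 6684), TUSC7 (23.5 in MSC-stimulated replicate 1, others 30.7 to 31.1), COL1A1 (91.8 in control replicate 3, others 27.1 to 35.3), COL1A2 (22.2 in control replicate 1, others 30.9 to 32.6), NT5E (4560 in MSC-stimulated replicate 2, others 3086 to 3314), KRT7 (1739 in MSC-stimulated replicate 1, others 1228 to 1304), ITGA5 (1064 in MSC-stimulated replicate 4, others 1213 to 1243) and the dimmer probe set of LINC01133 (2.65 in MSC-stimulated replicate 1, others 16.8 to 19.0). Mean log2 values of lists stood apart for glycolysis (13.58 in control replicate 2, others 13.37 to 13.39), matrix proteases (9.14 in control replicate 2, others 9.38 to 9.39) and the neighbours of LINC01119 (9.63 in control replicate 2, others 9.70 to 9.71).

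Other gene groups that the paper does not analyse were called by both camera and fry, and each of these calls is lost with an estimated correlation (adjusted p = 0.102 to 0.192). Their median log2 fold changes were 0.21 for MSC surface markers, 0.45 for the lysyl oxidase family, 0.31 for chemokines and cytokines, 0.41 for antigen presentation, 0.48 for TGF-beta response genes, 0.43 for YAP and TAZ target genes, -0.78 for cholesterol synthesis, 0.21 for the unfolded protein response and 0.43 for matrix proteases. Leaving out 1 array at a time moved the medians by over 1.5 times for MSC surface markers (0.11 to 0.38), chemokines and cytokines (0.18 to 0.44) and matrix proteases (0.14 to 0.51).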

How the results depend on the processing

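Leaving out MSC-stimulated replicates 1 and 3 together was the 1 alternative chosen after the data were seen. The interferon, matrix and cholesterol lists kept their direction and their camera call under every scaling, pseudocount, filter, block and single omission, with medians of 2.84 to 3.07, 1.45 to 2.06 and -0.96 to -0.59 over the omissions. With an estimated correlation their medians of 2.91, 1.77 and -0.78 no longer passed (adjusted p = 0.102 each). Signal over background limits the dim probe sets: at a fixed pseudocount, those near a signal of 16 lose fold.

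The counts of higher and lower probe sets, 301 and 48, became 141 and 14 without the intensity trend, 91 and 3 in the SAM-type test on log2 values, 1 and 0 in the SAM-type test on unlogged values, 0 and 0 in the ordinary two-sample test (5086 at an unadjusted p under 0.05, and 5646 in limma), and 47 and 0 with MSC-stimulated replicates 1 and 3 left out, where fewer arrays remain. Keeping only probe sets at or above the median signal gave 86 lower. Leaving out 1 array gave 148 to 526 higher (148 without MSC-stimulated replicate 1, 526 without 2, 164 without 3, 200 without control replicate 3 and 162 without control replicate 4) and 8 to 95 lower (8, 95, 13 and 24 without MSC-stimulated replicate 1 to 4, 80, 20, 19 and 14 without control replicate 1 to 4). The count of 10 raised lncRNA probe sets became 20 at or above the median signal, 4 without the trend, 1 in the ordinary two-sample test, 0 and 3 in the SAM-type tests on unlogged and log2 values, 3 when adjusted over lncRNA probe sets alone, 6 at an adjusted p under 0.05, 0 with MSC-stimulated replicates 1 and 3 left out, and 1 to 27 when 1 array was left out (1, 27, 6 and 5 without MSC-stimulated replicate 1 to 4, and 3 without control replicate 4). The cause was not tested.

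LINC01119 passed an adjusted p of 0.10 with median centring (log2 fold change 1.36, adjusted p = 0.0637), with a pseudocount of 1 (1.44, adjusted p = 0.0874), among probe sets at or above the median signal (1.42, adjusted p = 0.0552), where fewer are tested, and without control replicate 1 (1.64, adjusted p = 0.0666) or 2 (1.04, adjusted p = 0.0868). Without 1 array its log2 fold change was 1.04 to 1.64 and its adjusted p 0.0666 to 0.317, and over all alternatives its adjusted p was 0.0315 to 0.633. For LINC01133 the log2 fold change was 1.12 to 1.51 without 1 array, passing without MSC-stimulated replicate 2 (1.48, adjusted p = 0.0879). The ratio of arithmetic means gave a log2 of 1.85 for the brighter and 0.63 for the dimmer LINC01133 probe set. SOCS5, by the probe set the paper uses in other data, stayed at 0.26 to 0.45 and did not pass without any 1 array. The cause was not tested.

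With the replicate block, the numbers taken to pair the arrays, 406 probe sets were higher (271 shared with the 301) and 108 lower, 21 lncRNA probe sets were raised, and LINC01119 passed (log2 fold change 1.42, adjusted p = 0.0315), as did SOCS3. GASK1B, FGFR1OP2, GPR37, TAP1, TRIB3, SNHG10, ARNT2-AS3 and the SOCS list did not pass. The block changed no other call among the genes and lists compared under the alternatives. The genes marked as named after their values were seen were not among those compared. Over all probe sets each array correlates best with its own number, but over probe sets at or above the median signal MSC-stimulated replicate 2 correlates better with control replicate 1 (0.182) than with its own number, so the pairing is a hint from the data and not from the design.

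Among the other results, which are single genes and lists, 1933 comparisons with an alternative kept direction and side of the threshold, 419 no longer passed, 11 newly passed and 62 turned sign, all of them in genes or lists that passed under neither setting. With quantile normalization, the sign turned for RBMS1 (0.036), BRCA1 (-0.030), PPIB (0.062), GAPDH (0.037). With median centring, the sign turned for BRCA1 (-0.046), EZH2 (-0.036), SHC1 (-0.00581), the median of hypoxia response genes (-0.036). With pseudocount 64, the sign turned for HOXB-AS3 (0.011). In the SAM-type test on unlogged values, the sign turned for HOXB-AS3 (0.083). With all probe sets of a gene averaged, the sign turned for the median of breast cancer stem cell associated genes (0.052). Without 1 array, the sign turned within these ranges: STAT6 (-0.18 to 0.053), STAT4 (-0.051 to 0.39), SOS1 (-0.051 to 0.053), EZH2 (-0.089 to 0.091), PPIB (-0.11 to 0.022), GAPDH (-0.11 to 0.041), HOXB-AS3 (-0.24 to 0.16), PECAM1 (-0.16 to 0.081), the median of hypoxia response genes (-0.040 to 0.040), BOC (-0.50 to 0.25), RBMS1 (-0.10 to 0.094), BRCA1 (-0.084 to 0.080), SHC1 (-0.039 to 0.11), FER1L4 (-0.11 to 0.072), IL4 (-0.36 to 0.14), LINC00668 (-0.47 to 0.019), the median of breast cancer stem cell associated genes (-0.18 to 0.056), the median of STAT family (-0.046 to 0.14), ABI1 (-0.12 to 0.033), TUSC7 (-0.17 to 0.33), the median of haematopoietic and endothelial markers (-0.15 to 0.076). The cause was not tested.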

Differences from the paper's values

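For LINC01119, the paper's q-value in Supplementary Fig. 1b is 2.317%, and the adjusted p here is 10.4%. Of the alternatives set before the data were examined, the replicate block (3.15%) comes within 1.5 times the 2.317% of Supplementary Fig. 1b, and the others do not. LINC01119 comes under the paper's 10% with median centring (6.37%), a pseudocount of 1 (8.74%), only probe sets at or above the median (5.52%), the replicate block, without control replicate 1 (6.66%) and without control replicate 2 (8.68%). It does not with quantile normalization (11.4%), a pseudocount of 64 (13.0%), no intensity trend (26.6%), the ordinary two-sample test (42.6%), the SAM-type tests on unlogged (30.3%) and log2 values (21.9%) or adjustment over lncRNA probe sets alone (25.1%).

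For LINC01133, the paper's fold change is 1.625 and that of its brighter probe set here is 2.45. No probe set is tied to the paper's transcript, and the dimmer probe set, near the lower end of the signal, has a fold of 1.18, within 1.5 times the paper's value. For the brighter probe set, quantile normalization (2.37), median centring (2.35), a pseudocount of 64 (1.61) and leaving out MSC-stimulated replicate 1 (2.17) or 3 (2.31) or control replicate 1 (2.36), 2 (2.39) or 4 (2.24) bring it within the larger error or 1.5 times, and the other alternatives do not. The paper's q-value for LINC01133 is 8.664%, and the adjusted p here is 14.8%, again unlike measures. The authors' deposited table has 10.3% in the row whose fold change is that of LINC01133. The replicate block (11.5%) and leaving out MSC-stimulated replicate 2 (8.79%) or control replicate 3 (11.7%) come within 1.5 times the 8.664%, and the other alternatives do not. Without MSC-stimulated replicate 2, LINC01133 also comes under 10%.

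The paper's qRT-PCR fold for LINC01119 in MSC-stimulated MDA-MB-231 cells is given as over 100, and the microarray fold here is 2.67. The paper's qRT-PCR fold for SOCS5 in these cells is about 5, and the microarray fold here is 1.30 by the probe set the paper uses in other data and 1.48 by the brightest one. The assays differ, and the values for both genes run in the paper's direction here. No alternative comes within 1.5 times the paper's value for either gene.

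The paper counts 7 lncRNAs past its thresholds, and 10 lncRNA probe sets of 9 genes passed the same fold and adjusted p here, in a lncRNA set taken from the RefSeq annotation and without the paper's limit on probe specificity. The paper names LINC01119 and LINC01133 among its raised lncRNAs, and these did not pass here in the fit without a block. The log2 fold changes of LINC01119 (1.42) and of the brighter LINC01133 probe set (1.29) are in the paper's direction. For these 2 probe sets all 4 MSC-stimulated arrays lie above all 4 control arrays. The groups overlap at the dimmer LINC01133 probe set (log2 fold change 0.23, adjusted p = 0.827 from limma). With the replicate block, 21 lncRNA probe sets passed instead of 10, LINC01119 passed (adjusted p 3.15%) and LINC01133 did not (11.5%).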

Other observations

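SOCS2, a cytokine-induced inhibitor of cytokine signaling, rose in MSC-stimulated cells and was the 1 member of 8 measured SOCS family genes to do so (log2 fold change 0.83, adjusted p = 0.0186 from limma; 3 higher when adjusted over the list alone; camera, adjusted p = 0.0368; adjusted p = 0.236 with an estimated correlation). SOCS5 stood at 1079 ± 151 (SD, n = 4) against 828.8 ± 133.4 (SD, n = 4) by the probe set the paper uses in other data, a log2 fold change of 0.38 (adjusted p = 0.385 from limma; p = 0.0571 in an exact permutation test). Its brightest probe set, at 1854 against 1258 with no overlap between the groups, had a log2 fold change of 0.57 (adjusted p = 0.140 from limma; p = 0.0286 in an exact permutation test), and the third had 0.39 (adjusted p = 0.507 from limma; p = 0.0857 in an exact permutation test). SOCS3, SOCS1 and SOCS4 stood at 1.05, 0.32 and -0.25, and SOCS3 passed with median centring (adjusted p = 0.0385), among probe sets at or above the median signal (adjusted p = 0.0415) and with the replicate block (adjusted p = 0.0203). Without 1 array the log2 fold change of SOCS1 was 0.017 to 0.55. Of 4 JAK family and 5 STAT family genes, 0 passed limma's adjusted test, over all probe sets or adjusted over the list alone, and 0 had an unadjusted p under 0.05 or passed the SAM-type test. JAK1, JAK2, JAK3, TYK2, STAT3, STAT4, STAT5A, STAT5B and STAT6 had log2 fold changes of 0.14, 0.18, 0.29, 0.11, 0.15, 0.14, -0.12, 0.08 and -0.04, and the signs of STAT4 and STAT6 turned when single arrays were left out.

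KLF4, a stem cell transcription factor, rose (log2 fold change 1.31), as the 1 of 13 breast cancer stem cell associated genes to pass (1 higher when adjusted over the list alone). VEGFA (0.92) rose among 15 hypoxia response genes (1 higher and 1 lower when adjusted over the list alone), and the stress kinase regulator TRIB3 (0.99) among 20 genes of the unfolded protein response and amino acid stress (5 higher when adjusted over the list alone; camera, adjusted p = 0.00152; adjusted p = 0.192 with an estimated correlation). MMP2 (3.15), a gelatinase that MSCs also express, rose among 19 matrix proteases and inhibitors (2 higher when adjusted over the list alone; camera, adjusted p = 0.00558; adjusted p = 0.159 with an estimated correlation), and with ITGA5 (0.89) among 14 EMT genes (3 higher when adjusted over the list alone). Of 17 epithelial markers 0 passed limma's adjusted test or the SAM-type test. Adjusted over the list alone 4 were higher, and 4 were higher and 2 lower at an unadjusted p under 0.05. KRT18 stood at 0.38 and KRT7 at 1.79. Without 1 array KRT18 was at 0.19 to 0.55 and KRT7 at 1.19 to 2.16, and KRT7 passed in 1 of these fits (adjusted p = 0.0495 from limma). Glycolysis genes (0 of 13; LDHA -0.12, GAPDH -0.03), S phase genes (0 of 22; TYMS -0.24, PCNA -0.20) and G2/M genes (0 of 22; TPX2 -0.10, CCNB2 -0.19) had 0 members past limma's adjusted test, over all probe sets or adjusted over the list alone, or past the SAM-type test, and 2, 5 and 2 members lower at an unadjusted p under 0.05. Their camera adjusted p were 0.0115, 0.00114 and 0.000917, downward (adjusted p = 0.411, 0.299 and 0.428 with an estimated correlation). Of 13 p53 target genes 0 passed limma's adjusted test or the SAM-type test (3 higher and 1 lower when adjusted over the list alone; 6 higher and 1 lower at an unadjusted p under 0.05), with TNFRSF10B at 0.29 and ZMAT3 at -0.44.

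EPAS1 rose (log2 fold change 0.97, adjusted p = 0.0155 from limma), as the 1 of 11 measured genes in a list from 2p21 (2 higher when adjusted over the list alone). That list holds genes around LINC01119 and genes the paper names there, with PRKCE at 0.45 and SOS1 at -0.01. EPAS1 is not among the 8 genes on either side of LINC01119 in the annotation. Of the 5 genes that the paper reports as correlated with LINC01119 in Supplementary Fig. 7, 0 passed limma's adjusted test or the SAM-type test (2 higher when adjusted over the list alone, and 2 at an unadjusted p under 0.05), with PLAGL1 at 1.26, ANXA1 at 0.15, RBMS1 at -0.02 and BOC at -0.18. Of the paper's other protein-coding genes, EGFR, ERBB2, BRCA1, EZH2, SHC1, FOXP2, YAP1, EPS8, ABI1, IL4 and PPIB did not pass. Their log2 fold changes were 0.42, 0.08, 0.01, 0.02, 0.05, -0.42, -0.17, -0.15, -0.05, -0.13 and -0.03. Of the other noncoding RNAs it names, MALAT1 stood at 0.76, HAND2-AS1 at 0.60, TUSC7 at 0.15, FER1L4 at -0.01, HOXB-AS3 at -0.01, LINC00668 at -0.28 and MEG3 at -0.97, with adjusted p from 0.260 to 0.997. BOC, IL4, STAT4, TUSC7, HAND2-AS1 and MEG3 lay near the lower end of the signal, at 32.3, 16.6, 47.7, 29.0, 16.0 and 23.0 in MSC-stimulated cells and 44.0, 19.5, 43.6, 27.4, 3.68 and 57.1 in control cells. The EGFR probe set used here stood at 107 in MSC-stimulated and 84.5 in control cells, with control arrays from 23.7 to 148. Without 1 array the log2 fold change was 0.05 to 0.80 for EGFR, 0.02 to 0.19 for ERBB2 and -0.72 to -0.19 for FOXP2. When each array was left out in turn, KLF4 and ITGA5 passed in all 8 fits, EPAS1 in 5, SOCS2 and the SOCS list in 4, VEGFA in 3, and TRIB3 and MMP2 in 2, and the S phase, G2/M and glycolysis lists in 6, 6 and 5. With the replicate number as a block TRIB3 (adjusted p = 0.0725) and the SOCS list (adjusted p = 0.0803) did not pass. The log2 excess of MMP2 followed that of the MSC matrix genes with a slope of 1.2503, but 1 probe set over 4 arrays decides nothing. The signs of BRCA1, EZH2, SHC1, PPIB, GAPDH and RBMS1 turned under scaling alternatives.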
